# Qualitative modeling identifies IL-11 as a novel regulator in maintaining self-renewal in human pluripotent stem cells

**DOI:** 10.3389/fphys.2013.00303

**Published:** 2013-10-28

**Authors:** Hedi Peterson, Raed Abu Dawud, Abhishek Garg, Ying Wang, Jaak Vilo, Ioannis Xenarios, James Adjaye

**Keywords:** embryonic stem cells, boolean modeling, regulatory networks, pluripotency, self-renewal

## Abstract

Pluripotency in human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs) is regulated by three transcription factors—OCT3/4, SOX2, and NANOG. To fully exploit the therapeutic potential of these cells it is essential to have a good mechanistic understanding of the maintenance of self-renewal and pluripotency. In this study, we demonstrate a powerful systems biology approach in which we first expand literature-based network encompassing the core regulators of pluripotency by assessing the behavior of genes targeted by perturbation experiments. We focused our attention on highly regulated genes encoding cell surface and secreted proteins as these can be more easily manipulated by the use of inhibitors or recombinant proteins. Qualitative modeling based on combining boolean networks and *in silico* perturbation experiments were employed to identify novel pluripotency-regulating genes. We validated Interleukin-11 (IL-11) and demonstrate that this cytokine is a novel pluripotency-associated factor capable of supporting self-renewal in the absence of exogenously added bFGF in culture. To date, the various protocols for hESCs maintenance require supplementation with bFGF to activate the Activin/Nodal branch of the TGFβ signaling pathway. Additional evidence supporting our findings is that IL-11 belongs to the same protein family as LIF, which is known to be necessary for maintaining pluripotency in mouse but not in human ESCs. These cytokines operate through the same gp130 receptor which interacts with Janus kinases. Our finding might explain why mESCs are in a more naïve cell state compared to hESCs and how to convert primed hESCs back to the naïve state. Taken together, our integrative modeling approach has identified novel genes as putative candidates to be incorporated into the expansion of the current gene regulatory network responsible for inducing and maintaining pluripotency.

## 1. Introduction

With the ever-growing number of experimental datasets available, the question of how to reuse data smartly to gain knowledge and advance fundamental understanding of the regulatory nature of biological systems computational methods become ever more essential. Computational methods provide a way to unravel hidden relationships and regulations between genes that would otherwise be tedious and hard to achieve with traditional approaches. Modeling and simulations should be considered as a complementary approach to the in-depth gene function analysis. Several research fields are advancing fast thanks to the improvement in technologies. Human embryonic stem cells (hESC) and induced pluripotent stem cells (iPSC) are creating major hope and research activities. These cell types are thought to be crucial to pave the way for regenerative therapies, because they are pluripotent as defined by the ability to self-renew while retaining the capacity to differentiate into all lineages of the embryo proper. This ensures both, a constant supply of cells *in vitro* and, at least equally important, the generation of donor cells for therapy. A prerequisite, however, is to understand the pluripotent state and how the undifferentiated state is maintained, as a single undifferentiated pluripotent stem cell that escapes the differentiation induction could give rise to for example tumor due to its intrinsic self-renewing characteristics. For future cell replacement therapies, it is of prime importance to be able to generate iPSCs efficiently and robustly with well defined culture conditions.

The gene regulatory network supportive of self-renewal is orchestrated by three transcription factors, namely OCT3/4, SOX2, and NANOG (Boyer et al., 2005). Pluripotency is induced in somatic cells by the over-expression of distinct combinations of these transcription factors—OCT3/4, SOX2, KLF4, and c-MYC (Takahashi and Yamanaka, 2006) or OCT3/4, SOX2, NANOG, and LIN28 (Yu et al., 2007). Although other genes are known to be associated with the main regulators as well, the overall regulatory network representing the pluripotent embryonic stem cell is still lacking completeness and potentially other regulatory mechanisms that would be able to describe both stem-cell like properties and the differentiation paths that the cells could undergo.

As mentioned above, only a small number of highly reliable transcription factors and signaling pathways active in hESCs are known (Armstrong et al., 2006; Vallier et al., 2009; Brown et al., 2011; Singh et al., 2012). Therefore, there is a need to expand and identify novel regulators, including secreted components that could be added to the culture media to sustain self renewal. Using a large set of experimental data (in our case mRNA expression data) together with *in silico* modeling methods we attempted to identify factors responsible for self renewal in human embryonic stem cells.

Previously, regulatory networks of hESCs were mostly constructed using transcription factor binding experiments or protein interaction data (Boyer et al., 2005; Wang et al., 2006; Kim et al., 2008; Muller et al., 2008). Recent developments of collecting human and mouse embryonic stem cell related experimental data sets into specialized databases like ESCDb (Jung et al., 2010) and ESCAPE (Xu et al., 2013) facilitate data reuse and combining in systematic studies of ESC regulation. Lately, Flöttmann and colleagues have shown the power of combining various experimental data sources with network modeling to gain new insights into cellular reprogramming (Flottmann et al., 2012). Boolean modeling has also been recently used by Bonzanni and colleagues to propose and validate a new regulatory connection of Gata1 regulating Fli1 in hematopoietic stem cells triggering erythrocyte lineage differentiaton (Bonzanni et al., 2013). For kinetic data and smaller network sizes stochastic modeling might be used as Kalmar and others did show how NANOG expression fluctuations mediate cell fate decisions in embryonic stem cells (Kalmar et al., 2009).

Regulatory networks are likely to be rich in different types of feedback and feedforward loops that carry the complexity of the network and provide the needed robustness of regulation (Milo et al., 2002; Remy et al., 2006; Macarthur et al., 2009). Gene regulatory networks are complex and act in more activation layers than only transcription factor and target gene level. Embryonic stem cell specific regulation can also be controlled by alternative splicing mediated regulatory switch. Gabut and others showed that FOXP1 transcription factor DNA binding domain is altered by alternative splicing of exon 18b in ESCs and that isoform targets core pluripotency regulators in hESCs (Gabut et al., 2011). Recently, Wang and colleagues identified a feedback loop active in at least two regulatory levels in hESCs. They showed that large intergenic non-coding RNA (linc-RoR) together with miR-145 and core hESC pluripotency transcription factors forms a double negative feedback loop active in ESC self-renewal (Wang et al., 2013). The identification of regulatory feedback loops are experimentally challenging and it is important to come up with strategies that can identify candidate genes and regulatory edges to expand any given cellular decision network.

In this study we use an *in silico* approach to identify novel potential regulators of undifferentiated human embryonic stem cell regulatory networks by using gene perturbation experiments together with qualitative modeling (Garg et al., 2009). Qualitative modeling suits best for large networks where edges represent both direct and indirect regulation, such as extracted from perturbation datasets, and kinetic data for all network components is difficult and even impossible to obtain. As a first step, we present a methodology for predicting new candidate genes from a given regulatory network structure. In order to identify candidate genes we set a four step approach: (i) we create a first regulatory network of the 10 core genes (e.g., *OCT3/4, SOX2, NANOG*); (ii) we identify the set of genes that were perturbed by several transcription factors and are either surface markers or secreted proteins (such as cytokines) (we retained 109 genes regulated by at least 5 out of 7 regulators); (iii) we connected these set of genes to core regulatory network (exploring all possible connections of inhibition and activation); (iv) we simulated *in silico* knockout and over-expressed each of the node and assessed through a scoring function whether the predicted network maintained pluripotency or induced differentiation. Our computational perturbation experiments revealed a new set of putative pluripotency regulating genes. We further show that one of these candidate genes, *IL-11*, supports the undifferentiated state of hESCs. Moreover, IL-11 is capable of substituting bFGF in the culture media. To date bFGF is considered irreplaceable in the culture media for maintaining hESCs in pluripotent state.

The activity of pathways in terms of signal transduction that maintain the undifferentiated state upstream of OCT3/4, SOX2, and NANOG or independent of this triad is at least partly mirrored in the composition of the culture media. Traditionally, hESCs are co-cultured with inactivated mouse embryonic fibroblasts (MEFs) supplemented with bFGF (FGF2) at a concentration of 4 ng/ml (Thomson et al., 1998), until Xu and colleagues established hESC culture on matrigel in the presence of MEF-conditioned medium (CM). However, it also needs the supplementation with bFGF (Xu et al., 2001). Later Bigdeli and others managed to culture hESCs in matrix and feeder-free culture conditions using neonatal chondrocyte-conditioned medium (Bigdeli et al., 2008). Others reported that bFGF sustains undifferentiated proliferation of hESC by simultaneous suppression of BMP4 whereby the culture conditions can be supported by adding NOGGIN as a BMP inhibitor (Xu et al., 2005b). Later, this group developed a feeder-free and matrigel-free TeSR1 medium, containing DMEM/F12 as base medium, human serum albumin, bFGF, TGFβ1, LiCl, GABA, pipecolic acid on a combination of collagen IV, fibronectin, laminin and vitronectin including high amounts of bFGF (100 ng/ml instead of 4 ng/ml) (Ludwig et al., 2006).

In 2010 it was reported that a chimeric version of IL-6 fused to its receptor when added to hESCs and allowed their cultivation in suspension. However, this was only possible with the simultaneous application of bFGF (Amit et al., 2010). Recently, the group of James Thomson re-formulated the TeSR1 medium composed of a simpler formulation (Chen et al., 2011). This medium, which they have named E8, is based on 8 elements, instead of 18 as in TeSR1. They started component pairwise analysis and found that the withdrawal of BSA is no longer toxic when removed together with β-Mercaptoethanol. It turned out that upon removal of BSA and β-Mercaptoethanol, the ingredients pipecolic acid, GABA, LiCl, chemically defined lipids, trace elements B and C, glutathione, additional thiamine and L-glutamine no longer had positive effects. The remaining 8 factors in the E8 medium are FGF2, TGFβ, NODAL, Insulin, Selenium, Transferrin, L-Ascorbic Acid, and DMEM-F12 (Chen et al., 2011). Like this report, many research articles have been published varying slightly or introducing major variations to culture conditions. However, most protocols center around the presence of bFGF in the chemically defined media or in conditioned medium (Rosler et al., 2004; Li et al., 2005; Wang et al., 2005, 2007; Xu et al., 2005a,b; Levenstein et al., 2006; Ludwig et al., 2006; Greber et al., 2007a). bFGFs benefitial effect is due to its signaling through MEK/ERK pathway (Kang et al., 2005).

The mechanism employed by bFGF acts besides on the hESCs themselves also on the mouse embryonic feeder cells or when cultured on matrigel on hESC-derived fibroblast like support cells (autologous feeders). The feeder cells produce and release supportive factors for the maintenance of undifferentiated hESCs (Bendall et al., 2007; Greber et al., 2007a). Some of these factors are TGFB1, INHBA, IGFII activating MEK/ERK, and PI3K/AKT signaling and the BMP4 antagonists CER1 and GREM1 which collectively inhibit induction of differentiation via SMAD1/5/8. Further downstream targets of bFGF are transcription factors involved in proliferation such as c-FOS, MYC, and ETS2 (Greber et al., 2007a). Like the bFGF pathway, the inhibition of TGFβ which acts via SMAD2/3 signaling induces differentiation of both hESCs and iPSCs (Greber et al., 2008).

## 2. Results

### 2.1. Pluripotency network model based on gene perturbation experiments

The literature based regulatory network of hESCs is largely built on knowledge from (Xu et al., 2002; Matin et al., 2004; Boyer et al., 2005; James et al., 2005; Vallier et al., 2005; Babaie et al., 2007; Greber et al., 2007a; Kim et al., 2008; Xu et al., 2008; Chavez et al., 2009; Lister et al., 2009; Jung et al., 2010) on the regulation and interplay between several transcription factors (Figure 2A). First, we expanded initial literature-based regulatory network of hESC using a set of seven perturbation experiments including—NANOG, SOX2, and OCT3/4 RNAi knockdowns in human embryonal carcinoma cells (NCCIT) (Greber et al., 2007b); bFGF, BMP4 and ACTA protein stimulation in H1 embryonic stem cells (Greber et al., 2008); GADD45G over-expression in NCCIT cells (Jung et al., 2010) from our previously published Embryonic Stem Cell Database (ESCDb, Figure 2B) (Jung et al., 2010). Human embryonal carcinoma cells (hECCs) are the malignant counterpart of hESCs and are frequently used as a model system for hESCs, in particular in terms of RNAi experiments. Although more limited, most likely due to their malignant character, they do have the capacity to differentiation into several cell types, and like hESCs, they undergo symmetric self-renewal (Andrews et al., 1987; Matin et al., 2004; Bahrami et al., 2005; Josephson et al., 2007). In fact, their capacity to self-renew is governed by almost the same gene circuitries for example, OCT3/4, SOX2, NANOG, DNMT3B, DPPA2, DPPA3, DPPA4, and GABRB3 (Enver et al., 2005; Greber et al., 2007b). Given that hESCs are genetically far more difficult to manipulate and even if successful, the efficiency is dissapointingly low, hECCs are frequently employed for this purpose and in comparison with genetic manipulations in hESCs they do provide useful and complementary results.

In the above mentioned seven perturbation experiments we identified differentially expressed genes (above and below threshold of 1.5 fold change on log2 scale) and filtered the genes based on their response to over-expression and knockdown of the selected genes (e.g., NANOG) in embryonal carcinoma and embryonic stem cells. These 7862 genes whose responses were significantly modified (either up or down-regulated) at a *p*-value of 1.0e-05 or smaller were then connected to the regulatory network in either a positive or a negative regulation (see full workflow in Figure 1). Since the expression of thousands of genes is affected by the many regulators' perturbation experiments, we concentrated on 488 genes that are affected by at least 5 perturbations, assuming that these genes are under coordinated or potentially synergistic control. We filtered genes by their Gene Ontology functional annotations and selected genes related to receptor related signaling pathways mainly because they are easier to interfere with at the protein level using either inhibitors or recombinant proteins. The 109 genes in this resulting network can be grouped together by their incoming edges, thus forming 59 clusters of genes that are under similar regulation and therefore can be grouped as one node in the final network, enabling faster computation. By grouping genes by their incoming edges we investigate the potential role of a novel feedback loop, connecting genes under a specific regulation to a regulator, in maintaining the pluripotency. Individual genes in a cluster might behave differently if studied in more detail. However, the majority of clusters contain only one or two genes and the effect of the individual genes will be evaluated separately for each gene in the experimental step. Using these steps we obtained a network composed of 69 nodes where 10 are from the core network and the rest are clusters of genes that are regulated by at least 5 out of the 7 main regulators (Figure 2C).

**Figure 1:**
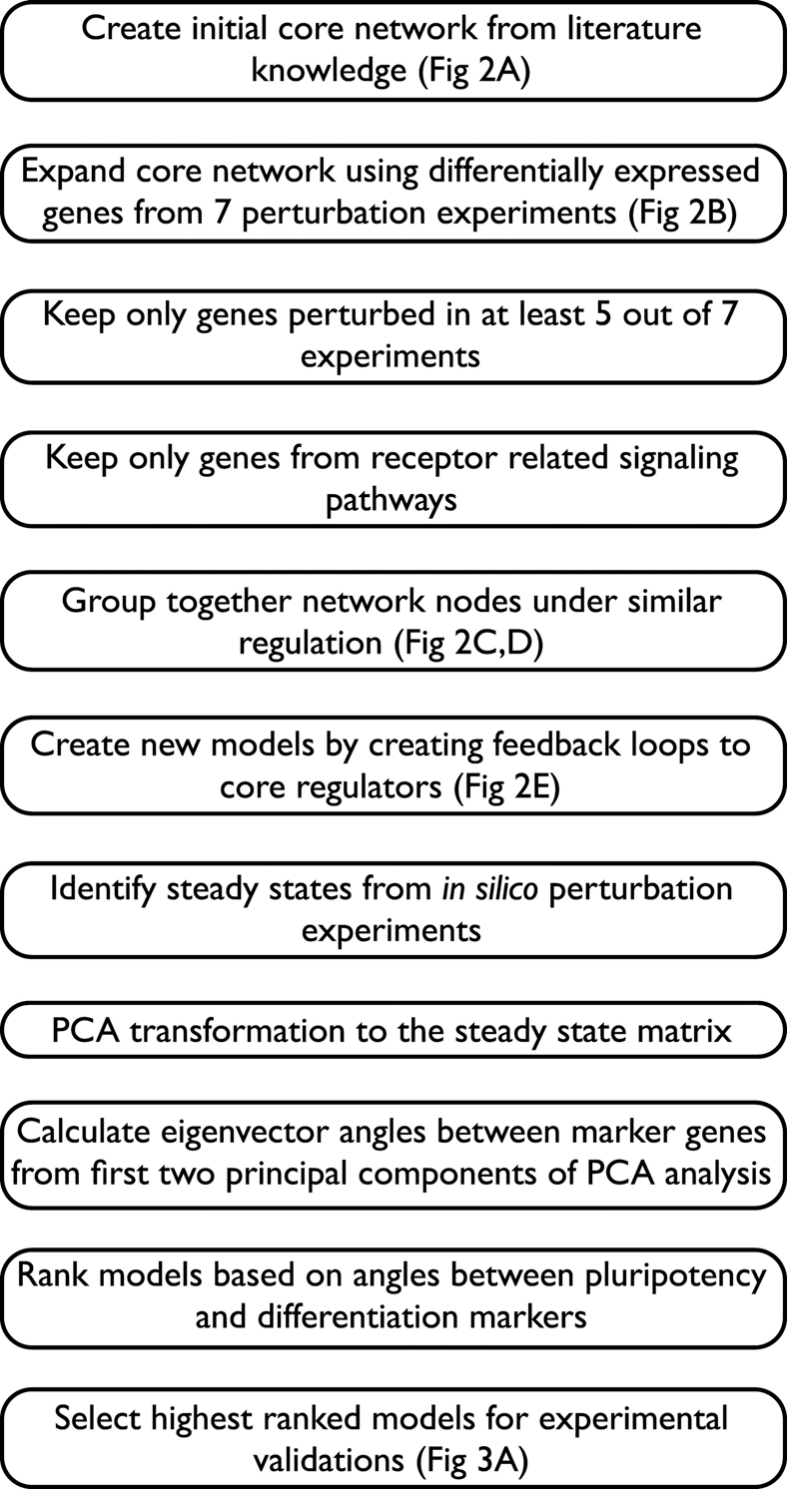
**Modeling pipeline described by individual steps for an overview of the full workflow**.

**Figure 2:**
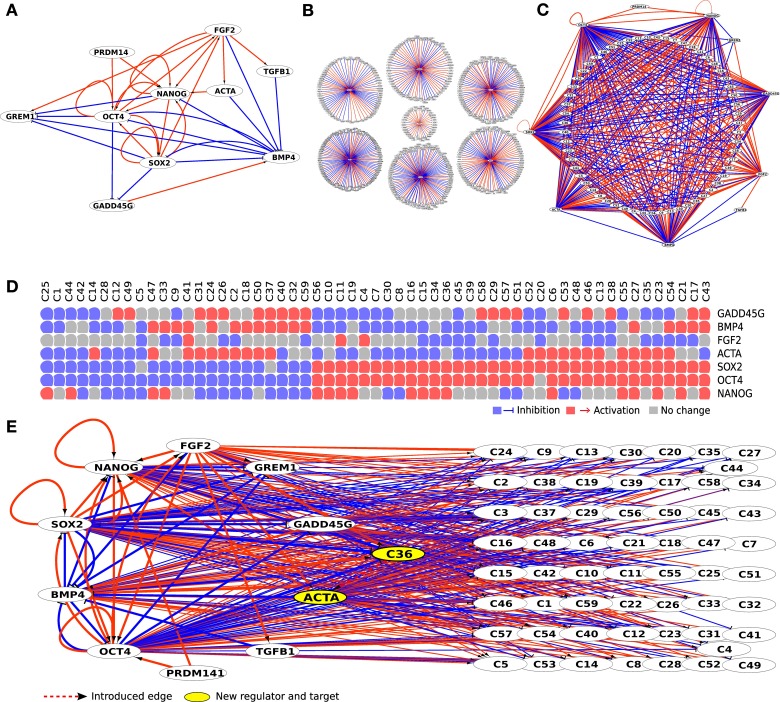
**Initial literature-based network (A) was expanded using 7 perturbation experiments from ESCDb (B)**. This resulted in a big hairball like network that was reduced by keeping only genes belonging to receptor binding GO categories (GO:0007166, GO:0005102) and having at least 5 incoming edges. All genes that had identical set of incoming edges were clustered together **(C)** with all their edges described in the panel below **(D)**. Finally, new regulatory edges were introduced creating feedback loops from clusters to regulators (dashed red line edge from C36 to ACTA) thus producing individual regulatory models **(E)**.

In the evaluation procedure we assessed the role of a regulatory edge from a terminal node (cluster of genes) to any of the core regulators (part of the core network), thus creating a new feedback loop to the network (Figure 2E). We produced two models—one with a positive and one with a negative regulation for each of the clustered genes (named C*X*, where *X* represents the cluster number, e.g., C13). In total we created a set of 1180 models where each of the introduced edges connected the 59 terminal nodes to 10 core regulators as potential targets in both positive and negative manner (59^*^10^*^2). Each model was then submitted to the boolSim (Garg et al., 2009) logical modeling simulations. boolSim produced a set of steady states for each model. We subsequently performed *in silico* knock-out and over-expression to each of the regulatory nodes contained within the models and thus obtained an ensemble of steady states that represent the effect of introduced feedback loop to pluripotency maintenance.

We applied a PCA transformation to the matrix of steady states and identified the contributions of two classes of genes that we consider either maintaining pluripotency or inducing differentiation. Namely, we used *OCT3/4, SOX2* and *NANOG* as pluripotency marker genes and *GADD45G* and *BMP4* as differentiation markers and used their respective eigenvectors. For each model we calculated angles between the five eigenvectors in the following manner—we calculated an average angle from the three angles between SOX2 and NANOG, SOX2, and OCT3/4, and NANOG and OCT3/4; secondly, we calculated an angle between BMP4 and GADD45G; finally, we calculated the angle between the first group (NANOG, SOX2, OCT3/4) representing pluripotency and second group (BMP4, GADD45G) representing differentiation process. Models that produced small angles between pluripotency markers and at the same time a large angle between pluripotency and differentiation markers were selected as depicted in Figure 3A (selected markers marked in red). We selected the set of models that fulfills criteria of maintaining pluripotency and blocking differentiation. Using this approach we identified and selected the top 8 clusters corresponding to 15 cytokines, cytokine receptors or cytokine pathway associated factors which previously were not associated with the undifferentiated state and now appeared as candidates that might support pluripotency. We set our goal at 8 clusters mainly for feasibility reasons, but it is likely that other models might hold interesting genes that are amenable for further validation.

**Figure 3:**
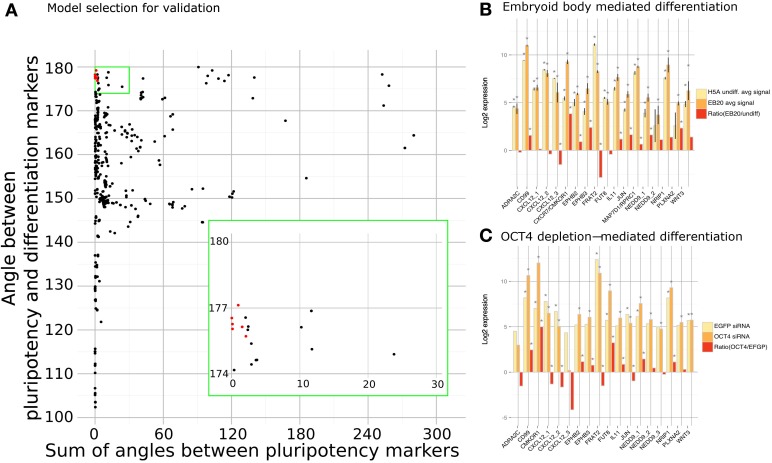
**Model scoring. (A)** Each model was scored using sum of angles between pluripotency markers (*x*-axis) and an angle between pluripotency and differentiation markers (*y*-axis). Models selected for validation (marked with red) had small angles between pluripotency markers and large angle between pluripotency and differentiation markers. Expression of each predicted factor was measured in embryoid body **(B)** and OCT3/4 **(C)** mediated differentiation. Asterisk marks significant values with *p*-values < 0.05.

### 2.2. Modeling pipeline identified 15 novel cytokine pathway associated factors

These 15 novel cytokines, cytokine receptors or cytokine pathway associated factors that were predicted to support the undifferentiated state by qualitative modeling are ADRA2C, EPHB2, EPHB3, CD99, CXCL12, CXCR7, FRAT2, FUT8, IL-11, JUN, MAP7D1, NEDD9, NRIP1, PLXNA2, WNT3 (Table 1). Most of these factors have so far not been associated with the pluripotent state before. As a first step in validating our results, we checked the expression patterns of the predicted factors in studies previously reported by us (Greber et al., 2007b; Fathi et al., 2009). Indeed, we could confirm the predicted pluripotency associated factors to be differentially expressed upon embryoid body (EB)-based differentiation and, in a second data set, upon OCT3/4 depletion in hESC line H1 (Figures 3B,C). In these datasets the predicted factors can be divided into two categories. The first set is composed of genes that are down-regulated upon differentiation *CD99, CXCR7, EPHB2, EPHB3, FUT8, IL-11, MAP7D1, NEDD9, NRIP1, PLXNA2, WNT3* prompting the question whether their expression is causative, consequential, or correlative for the pluripotent state. The second set is composed of genes that are up-regulated upon differentiation, *ADRA2C, CXCL12, FRAT2*. If these genes play a role in the undifferentiated state then their up-regulated expression upon differentiation might indicate that their role in the differentiated lineages requires higher doses. JUN, however, showed contradictory behavior as it was up-regulated in the EB-based differentiation dataset and down-regulated in the OCT3/4 knockdown dataset (Figures 3B,C).

**Table 1:** **Candidate models selected for experimental validation**.

**Cluster ID**	**Candidate gene**	**Proposed regulation and target**	**Positive regulators**	**Negative regulators**
C5	WNT3	→ ACTA	ACTA, BMP4, FGF2, NANOG, OCT3/4	*none*
C14	CXCL12	→ ACTA	BMP4, GADD45G, OCT3/4, SOX2	ACTA
C15	FUT8	→ ACTA	ACTA, BMP4, FGF2	NANOG, OCT3/4, SOX2
C16	CD99	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	CXCR7	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	EPHB2	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	EPHB3	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	MAP7D1	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	NEDD9	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C16	PLXNA2	→ ACTA	ACTA, BMP4	NANOG, OCT3/4, SOX2
C28	ADRA2C	→ ACTA	ACTA, BMP4, NANOG, OCT3/4, SOX2	*none*
C36	IL11	→ ACTA	BMP4, FGF2	NANOG, OCT3/4, SOX2
C36	JUN	→ ACTA	BMP4, FGF2	NANOG, OCT3/4, SOX2
C39	NRIP1	→ ACTA	ACTA, BMP4, FGF2	OCT3/4, SOX2
C41	FRAT2	—| FGF2	OCT3/4, SOX2	ACTA, BMP4, FGF2

*Each model, consisting of cluster ID, proposed regulation and target triplet, is described with its regulators and genes belonging to the cluster*.

We then decided to test a subset of these factors and applied the recombinant form of these cytokines or inhibitors of the respective pathways to human ESCs. First, we tested various concentrations of recombinant cytokines EPHB2 and EPHB3 (100 ng/ml–5 μg/ml each)(data not shown), WNT3A (1–100 ng/ml), IL-11 (1–100 ng/ml), on undifferentiated hES cell line H1 in N2B27 medium (Supplementary Figure 1). We also added the inhibitors Chalcone4 (10 nM–10 μM) that inhibits CXCL12 and thereby disables the CXCL12-CXCR7 axis. In order to inhibit JUN we added SP600125 (0.1–50 μM) which does inhibit JUN indirectly by the inhibition of its kinase and activator, C-JUN N-terminal-Kinase (JNK). After 3 days the cells were stained for Alkaline Phosphatase (AP) (Supplementary Figure 1). Three days of bFGF deprivation was sufficient to initiate differentiation. No effects were observed upon stimulation with WNT3A, EPHB2, EPHB3, and Chalcone4. However, the SP600125 inhibitor showed a cytotoxic effect at 30 and 40 μM and dramatic toxic effects at 50 μM (Supplementary Figure 1). At 10 and 20 μM some toxic effects were only observed in N2B27 medium, but not in MEF-conditioned medium. The addition of IL-11 induced the strongest AP staining at 10 ng/ml.

### 2.3. IL-11 is a novel pluripotency supporting gene

We focused further investigations on IL-11, because treatment of hESCs with this cytokine exhibited the most promising effect. The cells were stepwise adapted to grow in medium supplemented only with IL-11 and cultured on MEFs as feeder cells. First, the cells were cultured in 50% MEF-conditioned medium (CM) and 50% unconditioned hES medium (UM). This medium mixture was supplemented with 10 ng/ml IL-11 instead of bFGF and cultured for two passages. Then, cultured for another two passages with 10%:90% (CM:UM) and finally in UM only supplemented with 10 ng/ml IL-11. This strategy succeeded in our hands only when combined with the application of the ROCK inhibitor and Thiazovivin, simultaneously. The cells were grown in IL-11 hESC medium for at least 9 passages not only maintaining the undifferentiated morphology, but also immunohistochemistry experiments showed that the cells were positive for OCT3/4, SOX2, NANOG, and TRA1-60 (Figures 4, 5).

**Figure 4:**
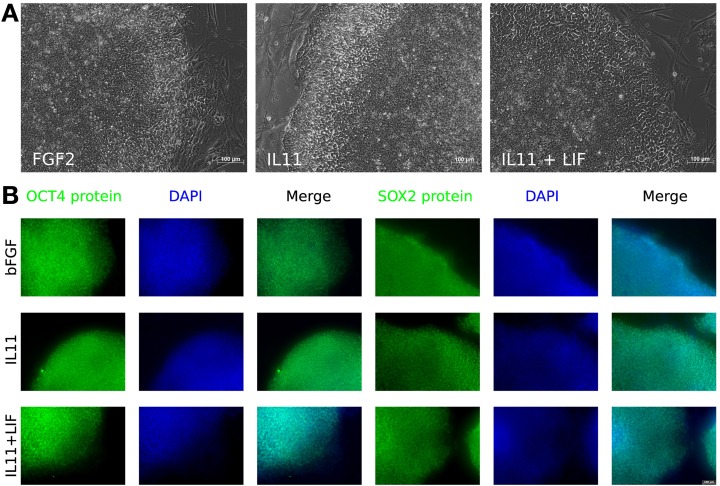
**IL-11 treatment. (A)** Morphology of hESCs maintained with different cytokines—FGF2 (left), IL-11 (middle), and IL-11 plus LIF (right). **(B)** Immunocytochemistry for OCT3/4 (columns 1–3) and SOX2 (columns 4–6) on bFGF treated cells (top row), IL11 treated cells (middle row) and IL11 plus LIF treated cells (bottom row).

**Figure 5:**
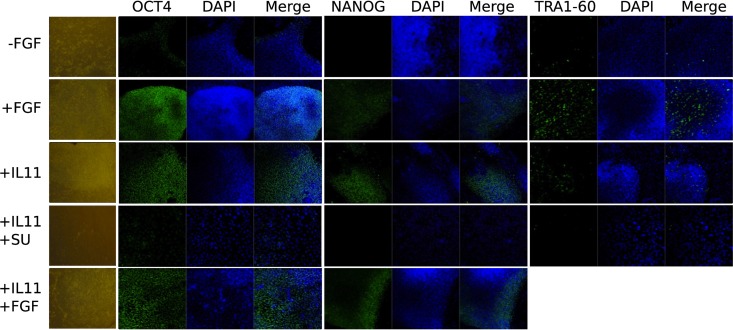
**Immunocytochemistry and phase contrast showing the maintenance of pluripotency marker expression OCT3/4, NANOG, and TRA1-60 upon IL11 application compared to FGF2 positive and negative control and autocrine effect of FGF2 by blocking the FGF receptor with SU5402 after 3 days**.

In order to understand the signaling mechanism of IL-11 in comparison to bFGF signaling in supporting the undifferentiated state we employed microarray-based gene expression profiling. 

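Gene expression was measured in human embryonic stem cells after 5 days in 4 conditions: without bFGF, with bFGF at 24 ng/ml, with IL-11 at 10 ng/ml, and with both factors at these doses. bFGF (FGF2) acts through FGF receptors and the ERK kinases, and IL-11 is a cytokine of the IL-6 family that acts through the shared receptor chain gp130, the product of IL6ST. Each condition has 2 arrays, 8 in all, and this number limits the precision. Nothing in the paper or the sample labels says whether the 2 arrays of a condition came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The paper gives the cell line as H9 and the sample labels as H1, which are both established lines of human embryonic stem cells. The arrays are of the Illumina human-8 BeadChip type, and 24526 probes were read on each array. The authors deposited the intensity of each probe before normalization, with a detection p-value against the negative control beads, and a second table of intensities after background subtraction and normalization. The median intensity before normalization lay between 113 and 121 on the 8 arrays, and 10983 to 11761 probes per array had a detection p under 0.01.

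From the values before normalization, background was corrected with normexp, and the arrays were quantile normalized and put on the log2 scale. A probe was kept when both arrays of at least 1 condition detected it, and each gene was represented by its probe with the highest mean, which left 9269 genes. A limma fit over all 8 arrays gave the fold changes, their standard errors (SE) and p-values adjusted by Benjamini-Hochberg, with a threshold of 0.05. Where a gene was undetected on both arrays of a condition, its fold is a bound against the lowest detected signal of those arrays and is written as at least that fold. An adjusted p beside such a bound tests the limma fold change, which uses the undetected signals, and not the bound. The comparisons between conditions, the gene lists and the rule for naming genes were set before the data were examined. Background correction, normalization, the detection filter and the test are the choices that could change the numbers.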

The hESCs line H9 culture was deprived of bFGF for 5 days and as negative control compared with the bFGF supplemented positive control and IL-11 supplementation as the test of our prediction. Although 5 days were not long enough to induce dramatic morphological change upon bFGF withdrawal (Figure 4) early effects of differentiation could already be studied. 

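SPRY4 and DUSP6, feedback inhibitors of the ERK pathway, were 7.10-fold (SE 0.13 on the log2 scale, adjusted p = 3.61e-06) and 5.44-fold (SE 0.17, adjusted p = 4.90e-05) higher with bFGF than without it in the limma fit, with 2 arrays per condition. VGF, which encodes a secreted neuropeptide precursor, rose 17.8-fold (SE 0.11, adjusted p = 7.56e-08). CHGA, which encodes the secretory granule protein chromogranin A, rose 6.65-fold, and APLN, which encodes the peptide apelin, was at least 2.36-fold higher. Of 19 targets of FGF and ERK signaling that were tested, 12 rose and 1 fell (15 and 1 when adjusted over the list alone). The camera test of this list gave an adjusted p of 9.24e-12, and an adjusted p = 0.12 with an estimated correlation. Of 28 pluripotency genes, 13 rose and 5 fell (14 and 6 when adjusted over the list alone), with a camera adjusted p of 0.000769 and an adjusted p = 0.299 with an estimated correlation. POLR3G, which encodes a subunit of RNA polymerase III, was 3.69-fold higher, and UTF1, a chromatin factor of undifferentiated cells, was at least 1.25-fold higher and detected on 1 of the 2 +bFGF arrays. NODAL, a ligand of the Activin pathway, was 3.88-fold lower (SE 0.15, adjusted p = 9.25e-05). Of 6 genes of naive pluripotency, only the homeobox gene GBX2 rose, 5.26-fold (3 rose when adjusted over the list alone). Camera gave this list an adjusted p of 0.0294, with an adjusted p = 0.267 with an estimated correlation. Of 15 genes of hypoxia and glycolysis, 10 rose and 1 fell (12 and 1 when adjusted over the list alone), among them ADM, which encodes the vasodilator peptide adrenomedullin, at 2.86-fold. The camera adjusted p of this list was 3.45e-06, and the adjusted p = 0.264 with an estimated correlation.

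Over all 9269 genes, 1417 changed with bFGF, 679 higher and 738 lower, and 158 of the higher and 191 of the lower by more than 2-fold. The count was 722 without −bFGF replicate 2, 617 without +bFGF replicate 1 and 618 without +bFGF replicate 2. The paper's methods name Student's t-test for data in triplicate and do not say that it was used on the arrays. This test, called the methods' t-test here, takes the spread of each gene from the arrays compared alone. With 2 arrays per condition it therefore has little power. On the same values it called 2 genes after Benjamini-Hochberg adjustment and 1620 genes without adjustment.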

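WNT1, a secreted signal of the midbrain and hindbrain boundary, was at least 5.75-fold lower with bFGF than without it (adjusted p = 1.23e-05 from limma), LMX1A, a transcription factor of midbrain progenitors, at least 7.02-fold, and POU4F1, a transcription factor of sensory neurons, at least 6.42-fold. All 3 were detected on both −bFGF arrays and on no +bFGF array. Of 12 genes of neural crest and sensory neurons, 9 fell and none rose (10 fell and 1 rose when adjusted over the list alone), among them the crest transcription factor SOX10, which was 5.83-fold lower. Camera gave an adjusted p of 4.34e-07 and an adjusted p = 0.12 with an estimated correlation. Of 16 neuroectoderm genes, 9 fell and none rose (12 fell and 2 rose when adjusted over the list alone), with DACH1, a transcriptional repressor, 2.70-fold lower. Camera gave this list an adjusted p of 0.000126, and the adjusted p = 0.267 with an estimated correlation. Of 13 BMP targets, 11 fell and none rose (12 fell when adjusted over the list alone). The homeobox gene DLX5 was 7.11-fold lower, and BMP4 itself was 3.17-fold lower on its brighter probe, while its second probe did not pass (log2 fold change -0.28, adjusted p = 0.479 over all probes in limma). For the BMP targets, the camera adjusted p was 1.37e-08, and the adjusted p = 0.264 with an estimated correlation.

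Of 9 WNT targets, 5 fell and 1 rose (5 and 2 when adjusted over the list alone), with SP5, a transcription factor, 4.39-fold lower and NKD1, a WNT inhibitor, 4.17-fold lower. Camera gave an adjusted p of 0.00571 and an adjusted p = 0.264 with an estimated correlation. Of 7 Activin and NODAL targets, 3 fell and none rose (4 fell when adjusted over the list alone), with the Activin antagonist FST 3.13-fold lower. The camera adjusted p was 0.000753, and the adjusted p = 0.267 with an estimated correlation. Of 10 genes of primitive streak and mesoderm, 5 fell and 1 rose over all genes tested and over the list alone, with SNAI2, a repressor of epithelial genes, 1.87-fold lower. Camera gave an adjusted p of 0.00215 and an adjusted p = 0.299 with an estimated correlation. Of 12 trophectoderm genes, 5 fell and 1 rose (9 and 1 when adjusted over the list alone). TFAP2A, a transcription factor of trophectoderm and surface ectoderm, was 2.94-fold lower, while the smallest change among its 3 probes that passed the filter was -0.78 on the log2 scale (adjusted p = 0.055 over all probes in limma). The camera adjusted p was 0.00168, and the adjusted p = 0.278 with an estimated correlation. Lists share members: TFAP2A is also in the lists of BMP targets and neural crest, and SNAI2 in that of neural crest. The counts of these lists are therefore not independent of each other. None of 12 endoderm genes passed, also when adjusted over the list alone, with log2 fold changes of -1.36 (adjusted p = 0.298 from limma) for AFP, which encodes alpha-fetoprotein, and -1.56 (adjusted p = 0.109) for the apolipoprotein gene APOA1. APOA1 passed when only the arrays compared were fitted (adjusted p = 0.034) and without either +IL-11+bFGF array (0.0124). Camera gave an adjusted p of 0.178.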

OCT3/4 and NANOG immunohistochemistry showed intermediate signal intensities in the IL-11 treated cells in comparison to the negative and positive controls (Figure 5) (full data available as Supplementary Table 1). The global gene expression as illustrated in the correlation data (Supplementary Table 2) and hierarchical clustering mirrored these results. 

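FGFR3, which encodes an FGF receptor, was 2.56-fold lower with bFGF (SE 0.15, adjusted p = 0.000515 from limma), and FGF8, an FGF ligand, at least 1.85-fold lower. Of 9 FGF ligands and receptors, 4 fell and none rose over all genes tested and over the list alone (camera adjusted p = 0.0906). Across all probes on the log2 scale, the squared correlation of a −bFGF with a +bFGF array averaged 0.973 over the 4 pairs of arrays and ranged from 0.9691 to 0.9766. Arrays of the same condition had a squared correlation of 0.9871 without bFGF and 0.9903 with bFGF. The probes of an array are not independent replicates, and no p-value is given, because an exact permutation of 2 arrays against 2 cannot go below 0.333.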

The largest differences appeared between the bFGF supplemented positive control and the bFGF deprived negative control, *R*^2^ < 0.948 (Supplementary Table 2). The gene expression profile of the IL-11 treated cells occupied an intermediate state that is slightly closer to the bFGF deprived control, 0.9838 > R^2^ > 0.9737 (correlation to bFGF supplemented control 0.9509 > R^2^ > 0.9411). Similarly, the hierarchical clustering reveals also that the IL-11 treatment occupies an intermediate state. 

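POU5F1, which encodes OCT3/4, differed between +IL-11 and −bFGF by a log2 fold change of 0.30 (SE 0.11, adjusted p = 0.813 from limma), and NANOG by -0.09 (SE 0.13, adjusted p = 0.908). NANOG, a core transcription factor of pluripotency, changed sign to 0.0853 without +IL-11 replicate 1. JAK1, a kinase bound to gp130, had a log2 fold change of 0.55 (SE 0.19, adjusted p = 0.813). None of 18 gp130 and STAT3 targets and none of 19 FGF and ERK targets passed, also when adjusted over the list alone, and camera gave both lists an adjusted p of 0.808. Of the 27 lists tested, camera called 1, the markers of fibroblast-like support cells, as higher with IL-11 (adjusted p = 0.0254), but no member of 17 passed, also when adjusted over the list alone. For this list, the adjusted p = 0.964 with an estimated correlation. Its members DCN, an extracellular matrix proteoglycan, and LOX, which cross-links collagen, had log2 fold changes of 0.50 (SE 0.31) and 0.35 (SE 0.24), and that of DCN was -0.0613 without +IL-11 replicate 2.

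Over all genes, limma called 0 between +IL-11 and −bFGF, with 492 at an unadjusted p under 0.05 where 463.45 are expected by chance. Without −bFGF replicate 1 it called 9. The 492 depends on single arrays: it was 1368 without −bFGF replicate 1, 144 without −bFGF replicate 2 and 281 without +IL-11 replicate 2. The methods' t-test called 0 genes after Benjamini-Hochberg adjustment and 377 without adjustment.

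A +IL-11 array had a squared correlation of 0.989 on average with a −bFGF array (0.9852 to 0.9936 over 4 pairs) and of 0.977 with a +bFGF array (0.9745 to 0.9781). The pair of +IL-11 arrays had 0.9908. The pair of −bFGF arrays had 0.9871, which is below the 0.989 of −bFGF with +IL-11 arrays. On a line from −bFGF at 0 to +bFGF at 1, fitted over the 9269 genes so that no array entered both the line and the difference, the +IL-11 arrays lay at 0.0446 and 0.0345, with a mean of 0.0396 (SD 0.00715, n = 2). On simulated data with a true position of 0, the estimates had an SD of 0.0176 between runs. The simulation drew independent noise for each gene, and both positions use the same control arrays, so neither SD measures a spread between cultures. Along the bFGF response, replicate 2 minus replicate 1 was 0.0363 for −bFGF, -0.0675 for +bFGF, -0.00849 for +IL-11 and -0.208 for +IL-11+bFGF. A mean position of 0.0396 is of similar size to the −bFGF gap and cannot be told from 0.

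**Figure D1:**
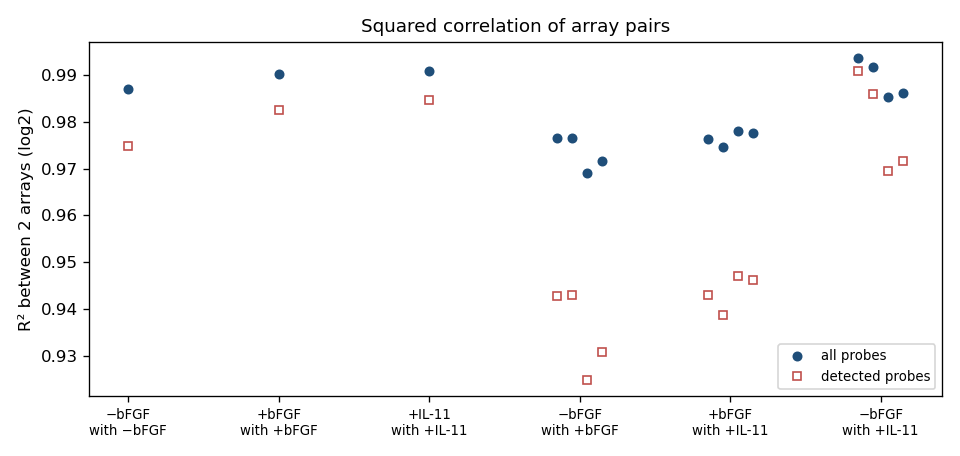
Squared correlation (R², vertical axis, no unit) between the log2 intensities of pairs of arrays, for pairs within −bFGF, +bFGF and +IL-11 and between these conditions. Each filled point is a pair over all probes and each open square the same pair over detected probes. Pairs of a −bFGF with a +IL-11 array lie between 0.9852 and 0.9936 over all probes, above the pairs of either with a +bFGF array.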

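In average linkage clustering of the 8 arrays on 1 minus the Pearson correlation of the 9269 genes, the last join, at a height of 0.02994, parted the +bFGF and +IL-11+bFGF arrays from the −bFGF and +IL-11 arrays. Among the arrays without bFGF, −bFGF replicate 1 joined +IL-11 replicate 1 first, at 0.004416. The second +IL-11 array joined this pair at 0.007355, and −bFGF replicate 2 joined all 3 at 0.01225. Among the arrays with bFGF, +bFGF replicate 2 joined +IL-11+bFGF replicate 1 first, at 0.005757. Clustering gives no p-value, and with 2 arrays per condition the order of joins within a side rests on single arrays.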

The fact that the *R*^2^ value of the IL-11 treatment is closer to that of bFGF deprived control than the bFGF treatment might hint toward a potentially distinct mechanism being employed by IL-11 than by bFGF in supporting the pluripotent state.

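SPRY4 was 7.37-fold lower with IL-11 than with bFGF (SE 0.13 on the log2 scale, adjusted p = 3.68e-06 from limma), ETV4, an ETS transcription factor, 6.30-fold lower, and VGF 20.2-fold lower (SE 0.11, adjusted p = 5.06e-08). POU5F1 was 2.20-fold lower (SE 0.11, adjusted p = 0.000337) and NANOG 1.91-fold lower (SE 0.13, adjusted p = 0.00178). AXIN2, a feedback inhibitor of WNT signaling, was 4.05-fold higher (SE 0.09, adjusted p = 3.68e-06) and NODAL 3.38-fold higher. WNT1 was at least 4.97-fold and LMX1A at least 7.31-fold higher. Of 19 FGF and ERK targets, 13 were lower with IL-11 and none higher (14 and 1 when adjusted over the list alone), with a camera adjusted p of 5.52e-12 and an adjusted p = 0.0865 with an estimated correlation. Of 28 pluripotency genes, 14 were lower and 2 higher (14 and 8 when adjusted over the list alone), with a camera adjusted p of 0.000747 and an adjusted p = 0.278 with an estimated correlation. Of 13 BMP targets, 11 were higher and none lower, over all genes and over the list alone, with a camera adjusted p of 6.65e-09 and an adjusted p = 0.246 with an estimated correlation. Of 12 genes of neural crest and sensory neurons, 9 were higher and none lower (10 and 1 when adjusted over the list alone), SOX10 among them at 6.26-fold. The camera adjusted p was 1.95e-08, and the adjusted p = 0.0865 with an estimated correlation. Of 16 neuroectoderm genes, 9 were higher and 1 lower (11 and 2 when adjusted over the list alone), with a camera adjusted p of 0.000102 and an adjusted p = 0.246 with an estimated correlation.

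Over all genes, limma called 1224 between +IL-11 and +bFGF, 619 higher and 605 lower with IL-11. The count was 429 without +bFGF replicate 1, 585 without +bFGF replicate 2, 608 without +IL-11 replicate 1 and 479 without +IL-11 replicate 2, and the methods' t-test called 0 genes after Benjamini-Hochberg adjustment and 1754 without adjustment. In the paper, the squared correlations place IL-11 treated cells nearer to the bFGF deprived control than to the bFGF treatment. From this it proposes that IL-11 may support the pluripotent state by a mechanism distinct from that of bFGF. Its discussion also names the pathways of adherens junctions and the actin cytoskeleton. A profile near to −bFGF cannot by itself tell a distinct mechanism from a weak or absent response to IL-11.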

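WNT4, a WNT ligand, and BARHL1, a homeobox gene of the developing brain, were detected on both arrays of −bFGF and of +IL-11 and on no +bFGF array. They were at least 3.75-fold (adjusted p = 2.69e-05 from limma) and 3.28-fold (adjusted p = 5.10e-05) lower with bFGF than without it. A gene was taken as expressed in a condition when a probe of it had a detection p under 0.01 on both arrays. By this rule 8386 genes were expressed without bFGF, with bFGF and with IL-11. Of these, 580 were higher and 598 lower with bFGF than without it in limma, and 0 passed between +IL-11 and −bFGF. A further 333 genes were expressed without bFGF and with IL-11 but not with bFGF, and this count was 183 without +bFGF replicate 2. Of the 333, 119 were lower with bFGF than without it. A detection call is not a test of a difference between conditions. For genes chosen by detection in some conditions and not in others, the direction of a limma count on the same arrays is largely set by the choice.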

The Venn diagram shows the overlapping and distinct transcriptome signatures whereby 8975 genes were expressed in all three samples −bFGF, +bFGF and +IL-11 (Figure 6). Amongst the common expressed genes were also pluripotency markers like OCT3/4, SOX2, NANOG, because 5 days are not long enough to induce full differentiation, but long enough to identify putative direct targets of IL-11. However, in the +bFGF sample OCT3/4 was more than 2.6 fold higher expressed and NANOG more than 1.7 fold higher expressed than in the −bFGF sample indicating that the differentiation process had been inititated. 

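The probes for POU5F1, NANOG and SOX2 were detected on both arrays of every condition. The geometric mean intensity of SOX2, a transcription factor that pairs with OCT3/4, was 4048 without bFGF, 4100 with bFGF and 4256 with IL-11, and its log2 fold change with bFGF was 0.02 (SE 0.08, adjusted p = 0.896 from limma). For POU5F1 the intensities were 1873, 5069 and 2299 in the same order, and for NANOG 691.5, 1244 and 651. The SD between the 2 arrays of a condition on the log2 scale reached 0.23 for POU5F1, 0.24 for NANOG and 0.09 for SOX2 over all 4 conditions. Each of the 3 genes has 1 named probe, and POU5F1 and NANOG have near-identical pseudogenes, so their levels are uncertain to that degree.

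**Figure D2:**
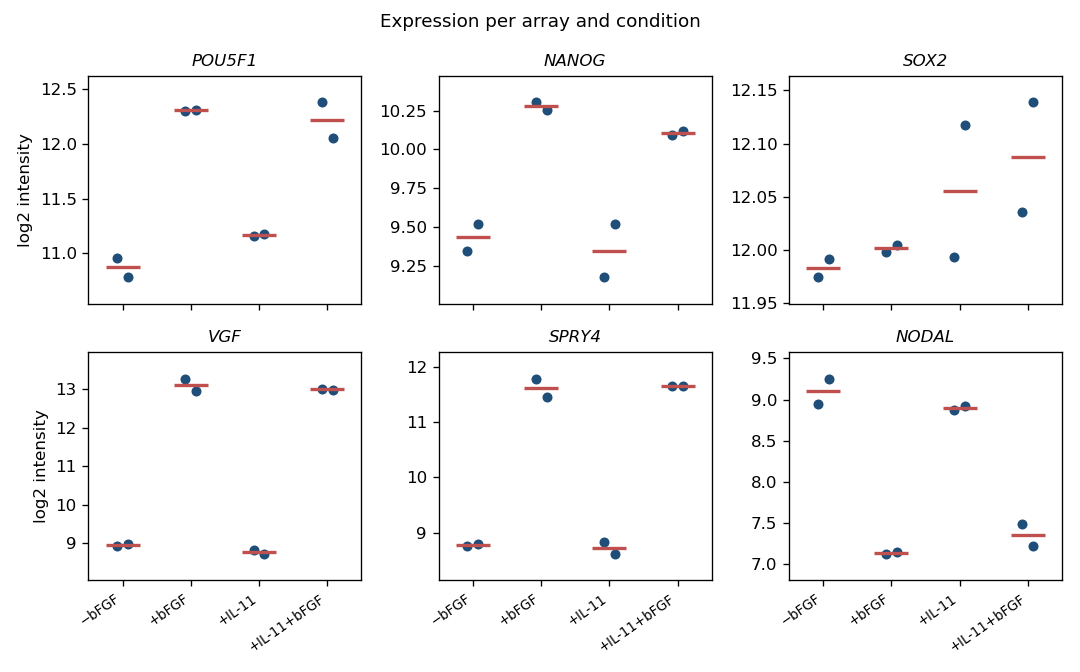
Log2 intensity (vertical axis) of POU5F1, NANOG, SOX2, VGF, SPRY4 and NODAL in the 4 conditions (horizontal axis). Each point is an array and each red bar the mean of the 2 arrays, and the vertical axes differ between genes and do not start at 0. POU5F1 has means of 10.87 without bFGF, 12.31 with bFGF, 11.17 with IL-11 and 12.22 with both factors.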

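POU5F1 was 2.71-fold higher with bFGF than without it, a log2 fold change of 1.44 (SE 0.11, adjusted p = 9.66e-05 from limma), and both +bFGF arrays lay above both −bFGF arrays. NANOG was 1.80-fold higher, a log2 fold change of 0.85 (SE 0.13, adjusted p = 0.00269), again with both +bFGF arrays above both −bFGF arrays. Leaving out each array in turn kept both genes past the threshold, whereas the methods' t-test after Benjamini-Hochberg adjustment gave 0.219 for POU5F1 and 0.225 for NANOG. THY1, which encodes a surface antigen of undifferentiated cells and fibroblasts, was 3.39-fold higher with bFGF (SE 0.13, adjusted p = 6.39e-05).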

239 genes were distinctly expressed in the bFGF treatment and 123 genes upon IL-11 treatment. 

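The probe for APLN was detected on both +bFGF arrays and on no −bFGF or +IL-11 array, and so were those for OSMR, a receptor chain that pairs with gp130, and LHX1, a LIM homeobox gene. OSMR was at least 1.28-fold (adjusted p = 0.00852 from limma) and LHX1 at least 2.31-fold (adjusted p = 0.00677) higher with bFGF than without it. OSMR had an adjusted p = 0.0568 without −bFGF replicate 2 and 0.0634 without +bFGF replicate 2, and LHX1 0.0562 without +bFGF replicate 2. The probe for ACTN2, which encodes an actin cross-linking protein of muscle, was detected on both +IL-11 arrays and on no −bFGF or +bFGF array, with a level at least 1.09-fold that without bFGF (adjusted p = 0.814). In all, 151 genes were expressed with bFGF alone, and 74 of them were higher with bFGF than without it in limma. As these genes were chosen by detection on the same arrays, the direction of such counts is largely set by the choice and is no separate evidence. This compartment held 91 genes without −bFGF replicate 1 and 288 without +bFGF replicate 2. With IL-11 alone 128 genes were expressed, of which 0 passed in limma between +IL-11 and −bFGF and 11 were higher than with bFGF. This compartment held 75 genes without −bFGF replicate 1, 297 without +IL-11 replicate 1 and 228 without +IL-11 replicate 2.

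Of the 239 genes that the paper lists for bFGF alone, 206 were matched to the array and 109 were tested. Among these, 50 were higher and 4 lower with bFGF than without it, and 53 of the 206 fell in the same compartment here. Of the 123 genes that the paper lists for IL-11 alone, 113 were matched and 62 tested, of which 0 passed between +IL-11 and −bFGF, while 9 were higher and 2 lower than with bFGF. Here 16 of the 113 fell in the same compartment. The same-compartment counts were 97 without +bFGF replicate 2 for the first list, and 38 and 30 without +IL-11 replicates 1 and 2 for the second. The study chose both lists on these samples, so they are not independent evidence of a direction.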

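The brighter probe for DUSP4, a phosphatase that acts on ERK, was detected on both +bFGF and both +IL-11 arrays and on no −bFGF array, and between +IL-11 and −bFGF its adjusted p was 0.813 in limma. It was among 90 genes expressed with bFGF and with IL-11 but not without bFGF. Of these 90, 16 were higher with bFGF than without it and 0 passed between +IL-11 and −bFGF. The choice by detection on the same arrays largely sets the direction of the first count. The compartment held 52 genes without −bFGF replicate 1 and 47 without −bFGF replicate 2. Of the 118 genes of the paper's own list for this compartment, 106 were matched to the array and 82 tested. With bFGF 9 of the 82 were higher and 6 lower than without it, and 0 passed between +IL-11 and −bFGF. Here 3 of the 106 fell in the same compartment, and 50 were expressed in all 3 conditions. The same-compartment count was 1 without −bFGF replicate 2, 5 without +bFGF replicate 1, 8 without +bFGF replicate 2 and 11 without +IL-11 replicate 1. This list was chosen by the study on these samples and is not independent evidence.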

Another 118 genes were commonly expressed in the bFGF and in the IL-11 treatment. The lists of the distinct Venn diagram compartments are found in Supplementary Table 3. 

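CTNNB1, which encodes beta-catenin of cell junctions and WNT signaling, had a log2 fold change of 0.39 (SE 0.18, adjusted p = 0.813 from limma) between +IL-11 and −bFGF. PDGFA, a platelet-derived growth factor, had one of -0.29 (SE 0.15, adjusted p = 0.813), but rose with bFGF by 1.63-fold over −bFGF (SE 0.15, adjusted p = 0.0158). TSC1, an inhibitor of mTOR signaling, was 1.34-fold lower with bFGF (adjusted p = 0.0384) and COL4A6, a basement membrane collagen, 1.55-fold lower (adjusted p = 0.0447). These calls are not stable. Without +bFGF replicate 1 the adjusted p was 0.11 for PDGFA, and without −bFGF replicate 2 it was 0.0563. Without +bFGF replicate 2 it was 0.163 for TSC1 and 0.222 for COL4A6, and both genes also missed the threshold without every other −bFGF, +bFGF or +IL-11 array. COL4A6 also missed it in the authors' table (0.0542), with median scaling (0.0549) and without the intensity trend (0.0777), and TSC1 without the detection filter (0.0553) and with only the arrays compared (0.0812). The probes used for CTNNB1, PDGFA, TSC1 and COL4A6 were detected on all 8 arrays. By the rule used here these genes were thus also expressed without bFGF. The study picked 14 genes for these pathways on these samples, so they are not independent evidence. Of the 10 tested, 1 rose and 2 fell with bFGF over all genes and over the list alone (camera adjusted p = 0.899), and none passed with IL-11, also when adjusted over the list alone (camera adjusted p = 0.858, direction higher, with a mean above and a median below 0). Among 15 genes of tight junctions and cell adhesion, none passed between +IL-11 and −bFGF (camera adjusted p = 0.622), and 1 rose and 1 fell with bFGF (2 and 1 when adjusted over the list alone, camera adjusted p = 0.218). In a list of 16 insulin and IGF signaling genes, none passed with IL-11 (camera adjusted p = 0.452). With bFGF 1 rose, FOXO1, a transcription factor that insulin restrains, at 1.59-fold, and 2 fell, over all genes and over the list alone (camera adjusted p = 0.931, direction higher, with a mean below 0).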

KEGG pathway analysis revealed that the common genes expressed in FGF2 and IL-11 are enriched for cell adhesion, tight junction, insulin signaling and cancer pathways. 

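PFN2, which encodes the actin-binding protein profilin, had a log2 fold change of 0.20 (SE 0.08, adjusted p = 0.813 from limma) between +IL-11 and −bFGF. It was 1.32-fold higher with IL-11 than with bFGF (SE 0.08, adjusted p = 0.00916), but not past the threshold without +bFGF replicate 2 (0.0527) or +IL-11 replicate 1 (0.0555). The study picked 6 genes of the actin cytoskeleton and adherens junctions on these samples, so they are not independent evidence of a direction. PFN2 and ACTN2 were the 2 that passed the detection filter. None was called between +IL-11 and −bFGF over all genes, and PFN2 was called when adjusted over the list alone. Of 30 genes of the actin cytoskeleton, none passed between +IL-11 and −bFGF, also when adjusted over the list alone (camera adjusted p = 0.808). With bFGF against −bFGF 3 of the 30 rose and none fell (2 when adjusted over the list alone, camera adjusted p = 0.514). Of 20 adherens junction genes, none passed with IL-11, also when adjusted over the list alone (camera adjusted p = 0.777). With bFGF 1 rose and 5 fell, over all genes and over the list alone (camera adjusted p = 0.277), among them CTNNA2, a neural catenin, at least 1.78-fold lower.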

In the IL-11 only compartment we found enrichment for regulation of actin cytoskeleton and adherens junction (Tables 2, 3). Since IL-11 belongs, like LIF, to the IL-6 family and both signal via gp130 as co-receptor we tested whether the addition of murine LIF would have a beneficial effect. We did not observe morphological differences between IL-11+LIF and IL-11 only treated cells nor differences in intensities of immunostainings for OCT3/4 and SOX2 (Figures 4A,B).

**Figure 6:**
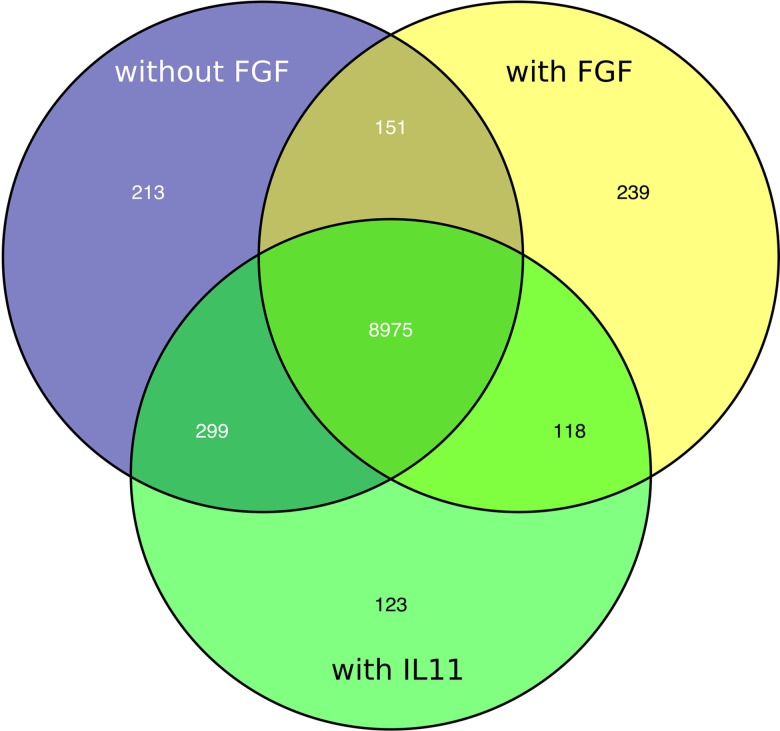
**Venn diagram showing distinct and overlapping transcriptomic signatures of FGF2 (yellow), IL11 (green) treated cells and non-treated cells (blue)**.

**Table 2:** **KEGG Pathway involvement in commonly expressed genes in FGF2 and IL-11 treatments**.

**Pathway**	**Gene count**	***p*-value**	**Genes**
Cell adhesion moleculs (CAM)	4	0.05703	SDC1, CD34, CLDN10, ICOSLG
Tight junction	4	0.05915	INADL, CLDN10, AKT3, CTNNB1
Insulin signaling pathway	4	0.06022	TSC1, PRKAR1A, SOCS4, AKT3
Pathways in cancer	6	0.06459	PDGFA, PML, FGF12, COL4A6, AKT3, CTNNB1
Melanoma	3	0.08100	PDGFA, FGF12, AKT3

**Table 3:** **KEGG pathway involvement enriched for genes expressed in IL-11 treatments only**.

**Pathway**	**Gene count**	***p*-value**	**Genes**
Regulation of actin cytoskeleton	5	0.05345	PFN2, WASF1, MRAS, ITGA1, ACTN2
Adherens junction	3	0.09307	WASF1, ACTN2, FARP2

## 3. Discussion

In this study we used a combination of literature knowledge and experimental datasets to expand regulatory network of human embryonic stem cells. Since the identification of core regulatory triplet of hESCs by (Boyer et al., 2005) many groups have composed pluripotency networks (Muller et al., 2008; Chavez et al., 2009; Lister et al., 2009; Macarthur et al., 2009; Won et al., 2012). Most of these networks have been composed using co-expression, protein-protein interaction or chromatin-immunoprecipitation studies and more for descriptive than modeling purposes. In this paper, we used perturbation experiments that reflect regulatory protein impact on its targets. By doing that we could evaluate the potential of using only perturbation datasets for reconstructing a gene regulatory network as other data types such as protein-protein interactions or chromatin immunoprecipitation data might be harder to obtain. While connections between genes in this type of a network cannot be distinguished between direct and indirect, we can expect the differentially expressed genes to be downstream targets of the perturbed genes. The nature of these datasets suit perfectly for boolean modeling as we just need to define potential direct or indirect regulation between gene-gene pairs and do not need kinetic constants that are hard to acquire for a larger gene set. Although perturbation experiments have been previously used by (Amit et al., 2009) to study how human pathogen-sensing pathways acquire specifity, it is to our knowledge the first time this approach has been used for expanding pluripotency governing networks in pluripotent cells. Of course perturbation-based network can be combined besides literature knowledge also with other types of gene-gene interaction expressing datatypes and with the ever-expanding data sources it would be potential next step to study the complexity of pluripotency.

Perturbation experiments are helpful in identifying downstream targets of the affected gene and therefore a promising approach for identifying gene targets in a high-throughput manner. However, it is not possible to do all the potential perturbations for a given cellular system *in vitro* as the proteins might be difficult to over-express or the RNAi needed are not known for genes of interest. Here, *in silico* modeling comes into play as the computational perturbation experiments are easy to execute with a network modeling approach. In this work we created network models to select a handful of candidate genes to be experimentally validated from hundreds of cytokine pathway associated factors that otherwise would have been hard to prioritize.

In order to score the created models we used angles between eigenvectors from principal component analysis of network activity states. When the angles are small between eigenvectors then the variables, in our case pluripotency markers, are correlated. We used this approach as it is known that the core regulatory circuit of OCT3/4, SOX2, and NANOG have to be all active in order to maintain pluripotency and inactivate differentiation-inducing signals.

Out of the prioritized 15 novel factors that our method predicted we were able to either supplement or inhibit only 6 genes (CXCL12, EPHB2, EPHB3, IL-11, JUN, and WNT3A) as for these genes we were able to find recombinant proteins or known inhibitors. Out of these 6 genes, we were able to show that IL-11 plays an important role in maintaining pluripotency in hESCs. A probable reason why the other 5 genes that we were able to test did not exert such a strong effect might be either that the concentrations used were sub-optimal or that their effect is not potent enough to maintain pluripotency. In case of EPHB2 and EPHB3, which are membrane bound ligands and are involved in bi-directional signaling, might not fulfill our predicted function when supplemented in a soluble form as we did.

The known critical genetic factors that govern the pluripotent state in the murine and human system are conserved to a large extent. For example, the core transcription factors OCT3/4, SOX2, and NANOG are common to both, the murine and the human system (Chambers et al., 2003; Boyer et al., 2005; Ying et al., 2008; Jung et al., 2010) as well as other factors like KLF4, c-MYC are expressed in both cell types. In fact, their reactivation in generating induced pluripotent stem cells is essential in both systems (Takahashi and Yamanaka, 2006; Wernig et al., 2007). However, it seemed that there are also differences between mESCs and hESCs. For example the role of signaling pathways is less conserved. In murine embryonic stem cells (mESCs) the LIF/STAT3 pathway can sustain self-renewal but in serum free conditions the additional activity of BMP4 is required. LIF independence can be achieved by FOXP1 ESC specific splice isoform (Gabut et al., 2011) or by inhibition of the ERK branch of FGF signaling using the PD0325901 inhibitor supported by inhibition of GSK3 using CHIR99021 which helps to stabilize β-CATENIN (Ying et al., 2008). The latter, therefore, attributes supportive effects of WNT signaling to the pluripotent state. Although, mESCs and hESCs were considered different in signaling activites, similar observations were made in hESCs using BIO, another GSK inhibitor. However, this was only possible in the presence of FGF2 (Sato et al., 2004). In the hESCs, the LIF/STAT3 pathway fails to show any supportive effect, and in contrast to the murine ESCs the ERK signaling is required to mediate bFGF, PDGF, S1P signaling. Further SMAD2/3 (activated through TGFβ), PI3K/AKT signaling (activated through IGFII) and NFκβ signaling are essential to maintain the pluripotent state as judged by down-regulation of these pathways upon embryoid body formation and other functional experiments (Armstrong et al., 2006; Bendall et al., 2007; Greber et al., 2008). BMP4 induces trophectoderm differentiation acting via SMAD1/5/8 (Xu et al., 2005b; Sudheer et al., 2012).

These signaling differences became somewhat clearer when it was realized that mESCs represent a more “naïve” state than the “primed” mESCs and hESCs (Brons et al., 2007; Tesar et al., 2007). It is possible to isolate pluripotent murine stem cells from the ICM and the post-implantation epiblast, a developmentally later stage. These so called and primed EpiStemCells (EpiSC) behave very similar to hESCs, ranging from flat colony morphology, non-responsive to LIF, and dependence on FGF2 and ACTIVIN A, sensitivity to single-cell dissociation, X-chromosome inactivation (XCI), low chimera-contribution (Tesar et al., 2007; Ying et al., 2008; Hanna et al., 2010; Lengner et al., 2010), etc. Hence, it appears that the differences between the mESCs and hESCs are not due to species differences, but are attributable to different developmental stages. Therefore, it seems justified to speculate that a human naïve pluripotent counterpart exists. Indeed, Hanna and colleagues showed for a short period of twenty passages that it was possible to force human pluripotent stem cells to adopt a naïve phenotype (Hanna et al., 2010). mEpiSCs, which are similar to hESCs, require FGF/ERK signaling for both maintaining the pluripotent state and preventing from falling back into the naïve state (Kunath et al., 2007; Nichols et al., 2009; Lanner and Rossant, 2010). Identifying IL-11 as a pluripotency promoting factor in human ESCs renders the signaling differences between the human and murine pluripotent systems that are largely accentuated by the role played by LIF in the murine naïve, but not in the human “primed” system, as less pronounced as previously thought. Nonetheless, for other mechanisms it is known that they act in synergy, e.g., on establishing pregnancy (Dimitriadis et al., 2010).

Our discovery that IL-11 can replace exogenous FGF2 may represent a stepping stone for interconverting the two pluripotent states, naïve and primed, and thereby potentially be the first step from releasing the primed cells from bFGF dependency to pave the way for de-differentiation to the naïve state. In line with this hypothesis is that LIF and IL-11 belong to the IL-6 family and signal through the same co-receptor gp130 (Nandurkar et al., 1996; Timmermann et al., 2000). Although in our study we did not observe any effects upon LIF treatment, we cannot exclude a potential role for LIF, because we applied the murine LIF (mLIF) instead of the human LIF (hLIF). Both are highly conserved, but there are slight variations which could affect their function. In fact, Daheron and colleagues showed that hLIF leads to STAT3 phosphorylation in mESCs while mLIF fails to activate human STAT3 (Daheron et al., 2004). Further, the study of Hanna and others showed at least transionary that hLIF can support the human pluripotent state (Hanna et al., 2010).

If IL-11 indeed aids in the conversion of the primed to the naïve state or stabilizes the primed pluripotent state, then it seems incapable of fulfilling this role on its own. It might require the support from other factors for several reasons. First, the IL-11 treatment resulted in a gene expression signature that is closer to the FGF untreated state and the expression intensities of OCT3/4 and SOX2 are intermediate as well. Second, morphologically we did not observe colony similarities to the naïve state. Third, the IL-11 treatment is hypersensitive to single cell dissociation, as judged by the requirement of ROCK and Thiazovivin simultaneously. Presumably, it's also still in an X_*a*_X_*i*_ state instead of an X_*a*_X_*a*_ which has to be addressed experimentally.

The question still remains, what are the mechanisms employed by IL-11 and FGF2 to sustain the pluripotent state? The mechanism employed by bFGF acts on the mouse embryonic feeder cells or when cultured on matrigel on the hESC derived fibroblast like support cells (autologous feeders) to produce and release supportive factors for the maintenance of undifferentiated hESCs (Greber et al., 2007a). Some of these factors are TGFB1, INHBA, IGFII (in order to activate MEK/ERK and PI3K/AKT signaling) and the BMP4 antagonists CER1 and GREM1 to avoid induction of differentiation via SMAD1/5/8 (Bendall et al., 2007; Greber et al., 2008). Further downstream targets of bFGF are transcription factors involved in proliferation such as c-FOS, c-JUN, MYC, and ETS2 (Greber et al., 2007a). Also IL-11 was up-regulated which is traditionally known to be involved in proliferation in the hematopoetic system (Nandurkar et al., 1998). Like the bFGF pathway, the inhibition of TGFβ which acts via SMAD2/3 signaling induces differentiation in hESCs (Greber et al., 2008), PI3K/AKT signaling is repressed upon embryoid body formation (Armstrong et al., 2006) and it was discovered that IGFII initiates this signaling pathway by binding to IGFR1 (Wang et al., 2005). In the same study, the authors demonstrated that the IGFII pathway seems to be more dominant than the bFGF pathway. They demonstrated that the addition of IGFII and FGFR inhibitor could maintain the undifferentiated state whereas vice versa it was not possible. The pathways of PI3K/AKT and MEK/ERK cross-talk through GSK3, because AKT phosphorylates and inactivates GSK3α and GSK3β. Also, the PI3K/AKT pathway cross-talks with the NFκβ pathway. AKT phosphorylates Iκβ, the cytosolic inhibitor of κβ (NFκβ). There are indications that the NFκβ pathway acts upstream of the MEK/ERK pathway. IL-11 seems to employ different mechanisms, as our data indicate. The *R*^2^ values of the IL-11 treatment are closer to the bFGF deprived control than the bFGF treatment. In terms of gene expression, this might be a hint of a global dimension that a distinct mechanism is being employed. More specific mechanisms are indicated by the activated pathways of adherens junction and the actin cytoskeleton, which was implicated by Thomson and his colleagues (Chen et al., 2010) to be associated with the pluripotent state. The cytoskeletal involvement is very clear when the ROCK inhibitor is used on single cell suspension blocking the myosin-actin mediated contraction of hESC and thus ensuring survival (Chen et al., 2010).

It appears that the bFGF and IL-11 mediated promotions of pluripotency belong to independent mechanisms and it might be justified to speculate that the combined application of both might lead to additive reinforcement of self-renewal and pluripotency (which ever this might be—naïve or primed) by stabilizing MEK/ERK and the activation of the actin cytoskeleton pathway, respectively. However, in order to convert hESCs into a naïve state or to stabilize the primed state even further in a FGF2-independent manner, additional supporting cytokine, inhibitors or conditions need to be found to strengthen the effect of IL-11, because to date it appears as if bFGF traps the primed pluripotent state by preventing differentiation and further de-differentiation (Thomson et al., 1998; Li et al., 2009; Greber et al., 2010; Hanna et al., 2010). These insights will have substantial implications both on the iPS cells and deepen our understanding of pluripotent substates. Taken together our study shows that our combined approach of systems biology and experimental biology can identify factors that are counterintuitive and, hence, hard to discover otherwise. Equally important, this approach can be applied to any other cellular system and thereby enhance research progress.

## 4. Materials and methods

### 4.1. Identification of candidate genes using qualitative modeling

The initial literature based network was very limited and composed of bFGF/MEK/ERK/NANOG (Xu et al., 2008) signaling as well as TGFβ1, ACTIVIN, NODAL/SMAD2/3/NANOG (Xu et al., 2008) in competition with BMP4/SMAD1/5/8 which drives differentiation (Xu et al., 2002). This configuration of signaling cascades was thought to maintain the expression of the key factors of the pluripotent state OCT3/4, SOX2, and NANOG which are transcription factors that form multiheteromers in different combinations, but also bind their target genes individually (Boyer et al., 2005). Knock down experiments, i.e., of OCT3/4, showed that hCG and GCM1 are directly or indirectly negatively regulated by OCT3/4 (Matin et al., 2004). In addition GADD45G and BMP4 have been shown to be negatively regulated by OCT4 (Babaie et al., 2007) and are direct targets of OCT4 (Jung et al., 2010).

We expanded the initial literature network by using gene perturbation data from Embryonic Stem Cell Database (Jung et al., 2010). *OCT3/4, SOX2*, and *NANOG* RNAi knockdowns in human embryonal carcinoma cells (NCCIT) are from (Greber et al., 2007b). Protein supplementation experiments of bFGF, BMP4, and ACTIVIN A in human H1 embryonic stem cells originates from (Greber et al., 2008) and GADD45G addition experiment in NCCIT cells was described by (Jung et al., 2010) (Figure 2B).

Edges in the expanded network were defined by the perturbation expriments in the following manner: genes that showed significant expression change (at least 1.5 fold change in log2 scale with *p*-value less than 1.0e-05; detection *p*-value less than 1.0e-05) after the perturbation were added to the network. Genes showing up-regulation after adding the protein gained positive incoming edge, while genes showing down-regulation gained negative incoming edge. The opposite applies for negative perturbation experiments of RNAi knockdowns.

In order to limit the search space of possible important regulators, we first concentrated on genes that had at least five incoming edges from the core regulators. This enabled to keep only these genes that are under strong regulation of known regulators and therefore more likely to be important for given cellular states. Secondly, we considered only genes that are either receptors or ligands by including only genes belonging to cell surface receptor linked signaling pathway (GO:0007166) and receptor binding (GO:0005102) Gene Ontology categories. This filtering served the purpose to identify candidate genes that could be more easily validated experimentally. Finally, genes having identical incoming regulatory edges were clustered together to a node in order to reduce the network size, thus forming a reduced perturbation network (Figure 2C). All possible network sizes and respective running times are shown in Supplementary Table 4.

We composed models by introducing a new regulatory edge to the reduced perturbation network. The edge is added from a terminal node (cluster, having only incoming edges) to any regulator (nodes from initial literature network having outgoing edges) in the network. The edge can be either activating or inhibiting. Each model represents a network that differs from the reduced perturbation network by only an added edge (Figure 2E).

Using these model networks we performed *in silico* perturbation experiments using boolSim (version 1.0) program developed by Garg et al. (2009). boolSim was run in synchronous mode where all nodes change values simultaneously in sequential time points. We did not set a limit for the number of steps to be done before falling into steady states. The parameters we used were *-p* with value 1 for synchronous mode; *-f* for input network file; *-o* for output of identified steady states; *-e* specifying the perturbed node and type of perturbation (over-expression or knockdown). We performed for all regulatory nodes in each model network both over-expression and knockdown experiments. Each *in silico* perturbation experiment leads to zero or more steady states which express the potential activation and inactivation status of our model network. We consider as steady states both fixed and strongly connected steady states, where subsets of the network nodes might be in cyclic steady states. Such states can be described as binary vectors where 1 marks active and 0 a passive mode of each node in the network. These vectors were next merged into a steady state matrix where each row represents one steady state and each column represents a node in the network.

In order to score the models we defined OCT3/4, SOX2, and NANOG as pluripotency marker genes. As differentiation markers we used BMP4 as it is known to induce the differentiation of human ES cells to trophoblast (Xu et al., 2005b) and GADD45G that is known to activate differentation pathways (Jung et al., 2010).

In the assessment step we reduced the dimensions of the steady state matrix with principal component analysis using the latest version of prcomp package (Venables and Ripley, 2002) in R version 2.13.0 (R Development Core Team, 2011). In this analysis the first principal component, PC1, represents the direction of the highest variance of the data and the second principal component, PC2, represents the highest remaining variance orthogonal to the first component. We used the first two principal components to define a vector for each marker gene and calculated angles between such vectors to score our model networks. Resulting angles are small between same state markers (either pluripotency markers *OCT3/4, SOX2*, and *NANOG*; or differentiation markers *BMP4* and *GADD45G*) and large between different states when the model represents a regulatory network where same cell state markers (e.g., *BMP4* and *GADD45G*) are in one state (e.g., inactivated) and the second state markers (e.g., *OCT3/4, SOX2*, and *NANOG*) are in the opposite state (e.g., activated). Each of the models is therefore scored by three different angles and models having minimal angle between pluripotency markers and having maximal angle between pluripotency markers and differentiation markers were selected for experimental testing (Figure 3A).

### 4.2. Cell culture

Human ESCs were maintained on Mytomycin C inactivated mouse MEFs in KnockOut DMEM (Invitrogen) supplemented with 20% KnockOut serum replacement (Invitrogen), 0.1 mM non-essential amino acids (Invitrogen), 1 mM L-glutamine (Invitrogen), 0.1 mM β-mercaptoethanol (Sigma), 8 ng/ml bFGF (Invitrogen). For passaging, hESCs and cells were split 1:3 using 1 mg/ml collagenase IV (Invitrogen). Alternatively, for feeder-free culture, hESCs cells were plated on Matrigel (Becton Dickinson)-coated plate in MEF-conditioned medium supplemented with 8 ng/ml bFGF or in N2B27 medium supplemented with 24 ng/ml bFGF. The SP600125 (Sigma) inhibitor was dissolved in DMSO and added to the cells to a final concentration of 5 or 10 μM. Recombinant IL-11 (Sigma) was added to a final concentration of 10 ng/ml and murine LIF 10^3^ Units/ml (Millipore).

### 4.3. Alkaline phosphatase staining and immunofluorescence staining

Alkaline phosphatase staining was performed using the alkaline phosphatase detection kit (Millipore) according to the manufacturer's protocol. For immunofluorescence staining, the cells were fixed in 4 % paraformaldehyde in PBS for 15 min, permeabilized using 0.1 % Triton X-100 (Sigma) for 30 min at RT and blocked with 5% chicken or fetal calf serum for 30 min. Subsequently, the cells were incubated with the primary antibodies in blocking solution overnight at 4°C. The primary antibodies included monoclonal antibodies against OCT3/4 (Santa Crutz, 1:100), SOX2 (Santa Cruz, 1:100), NANOG (Abcam, 1:500), SSEA-1 (Millipore, 1:500), SSEA-3 (Abcam, 1:500), SSEA-4 (Abcam, 1:500), TRA-1-60 (Millipore, 1:500), TRA-1-81 (Millipore, 1:500).

### 4.4. Microarray analysis

Total RNA was extracted using the MiniRNeasy Kit according to the manufacturer's protocol. The quality was checked by Nanodrop analysis (Nanodrop Technologies). 500 ng were used for biotin-labeled cRNA production using a linear amplification kit (Ambion). Hybridizations, washing, Cy3-streptavidin staining, and scanning were performed on the Illumina BeadStation 500 platform (Illumina) according to manufacturer's instruction. cRNA samples were hybridized onto Illumina human-8 BeadChips version 3. All basic gene expression data analyses were carried out using the BeadStudio software 3.0. Raw data were background-subtracted, normalized using the *rank invariant* algorithm and then filtered for significant expression on the basis of negative control beads. Pathway analyses were determined according to Gene Ontology terms or mapped to KEGG pathways (Kanehisa et al., 2012) and BIOCARTA pathways (http://www.biocarta.com/genes/index.asp) with DAVID 2006 (Huang et al., 2009a,b) using GenBank accession numbers represented by the corresponding chip oligonucleotides as input. Then gene expression arrays (Illumina) for genome-wide expression analysis was carried out. The expression data have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE51159).

### 4.5. Statistical analysis

A groups comparison of two were made using Student's two-tailed *t*-test. Data represent the mean of triplicates and are expressed as mean and standard deviation. All statistical analyses were performed using the SPSS 6.0 statistical software program. *P*-values of < 0.05 were considered statistically significant.

## Author contributions

Hedi Peterson performed the modeling and wrote the manuscript; Raed Abu Dawud performed all biological experiments and wrote the manuscript; Abhishek Garg provided the modeling software and participated in designing the modeling pipeline; Ying Wang performed some biological replicate experiments; Jaak Vilo, Ioannis Xenarios, James Adjaye initiated, supervised the work and edited the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure 1 **Raw data of initial alkaline phosphatase screen of predicted candidate genes for 3 days**. Shown are four 12 well plates, each testing various concentrations of the predicted candidate cytokines or inhibitors of the respective pathway. Top left, WNT3A 1–100 ng/ml. Top right, Chalcone4 (inhibiting the CXCL12—CXCR7 axis) 10 nM–10 μM. Bottom left, IL-11 1–500 ng/ml. Bottom right, SP600125 (inhibiting JNK which in turn fails to activate c-JUN) tested at concentrations ranging from 0.1 to 50 μM. Pink arrows show DMSO control, red arrows show water control and the green arrows the SP600125 at 50 μM.

Supplementary Table 1 **Illumina expression data of ES cells treated with and without FGF2 and IL-11**.

Supplementary Table 2 **The global gene expression as illustrated in the correlation data**.

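The table holds 1 squared correlation for each pair of arrays, and a value near 1 means that the 2 arrays rank and space their probes nearly alike. Its rows and columns name the condition and replicate of each array. Arrays treated with IL-11 and SU5402, an inhibitor of FGF receptors, also have a place in the table and were not analysed here. The table does not name the scale of the signals or the probes that entered.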

Supplementary Table 3 **The lists of the distinct Venn diagram compartments**.

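Each column of the table lists the genes that the authors called expressed in 1 combination of the −bFGF, +bFGF and +IL-11 samples. The table gives names only, without levels, and does not state the rule by which a gene was called expressed. Names in the table were matched to the array through current and older gene symbols. The column of genes expressed in all 3 samples was held only in part and was not used here.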

Supplementary Table 4 **Various network sizes and corresponding calculation times**.

## Research Topic:

From structural to molecular systems biology: experimental and computational approaches to unravel mechanisms of kinase activity regulation in cancer and neurodegeneration

## Topic Editor:

Matteo Barberis, Humboldt University Berlin, Germany; Max Planck Institute for Molecular Genetics, Berlin, Germany

## References

[B1] AmitI.GarberM.ChevrierN.LeiteA. P.DonnerY.EisenhaureT. (2009). Unbiased reconstruction of a mammalian transcriptional network mediating pathogen responses. Science 326, 257–263 10.1126/science.117905019729616PMC2879337

[B2] AmitM.ChebathJ.MarguletsV.LaevskyI.MiropolskyY.SharikiK. (2010). Suspension culture of undifferentiated human embryonic and induced pluripotent stem cells. Stem Cell Rev. 6, 248–259 10.1007/s12015-010-9149-y20431964

[B3] AndrewsP. W.FendersonB.HakomoriS. (1987). Human embryonal carcinoma cells and their differentiation in culture. Int. J. Androl. 10, 95–104 10.1111/j.1365-2605.1987.tb00170.x2438234

[B4] ArmstrongL.HughesO.YungS.HyslopL.StewartR.WapplerI. (2006). The role of PI3K/AKT, MAPK/ERK and NFkappabeta signalling in the maintenance of human embryonic stem cell pluripotency and viability highlighted by transcriptional profiling and functional analysis. Hum. Mol. Genet. 15, 1894–1913 10.1093/hmg/ddl11216644866

[B5] BabaieY.HerwigR.GreberB.BrinkT. C.WruckW.GrothD. (2007). Analysis of Oct4-dependent transcriptional networks regulating self-renewal and pluripotency in human embryonic stem cells. Stem Cells 25, 500–510 10.1634/stemcells.2006-042617068183

[B6] BahramiA. R.MatinM. M.AndrewsP. W. (2005). The CDK inhibitor p27 enhances neural differentiation in pluripotent NTERA2 human EC cells, but does not permit differentiation of 2102Ep nullipotent human EC cells. Mech. Dev. 122, 1034–1042 10.1016/j.mod.2005.04.01116023837

[B7] BendallS. C.StewartM. H.MenendezP.GeorgeD.VijayaragavanK.Werbowetski-OgilvieT. (2007). IGF and FGF cooperatively establish the regulatory stem cell niche of pluripotent human cells *in vitro*. Nature 448, 1015–1021 10.1038/nature0602717625568

[B8] BigdeliN.AnderssonM.StrehlR.EmanuelssonK.KilmareE.HyllnerJ. (2008). Adaptation of human embryonic stem cells to feeder-free and matrix-free culture conditions directly on plastic surfaces. J. Biotechnol. 133, 146–153 10.1016/j.jbiotec.2007.08.04517935814

[B9] BonzanniN.GargA.FeenstraK. A.SchutteJ.KinstonS.Miranda-SaavedraD. (2013). Hard-wired heterogeneity in blood stem cells revealed using a dynamic regulatory network model. Bioinformatics 29, i80–i88 10.1093/bioinformatics/btt24323813012PMC3694641

[B10] BoyerL. A.LeeT. I.ColeM. F.JohnstoneS. E.LevineS. S.ZuckerJ. P. (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. Cell 122, 947–956 10.1016/j.cell.2005.08.02016153702PMC3006442

[B11] BronsI. G.SmithersL. E.TrotterM. W.Rugg-GunnP.SunB.Chuva de Sousa LopesS. M. (2007). Derivation of pluripotent epiblast stem cells from mammalian embryos. Nature 448, 191–195 10.1038/nature0595017597762

[B12] BrownS.TeoA.PauklinS.HannanN.ChoC. H.LimB. (2011). Activin/Nodal signaling controls divergent transcriptional networks in human embryonic stem cells and in endoderm progenitors. Stem Cells 29, 1176–1185 10.1002/stem.66621630377

[B13] ChambersI.ColbyD.RobertsonM.NicholsJ.LeeS.TweedieS. (2003). Functional expression cloning of Nanog, a pluripotency sustaining factor in embryonic stem cells. Cell 113, 643–655 10.1016/S0092-8674(03)00392-112787505

[B14] ChavezL.BaisA. S.VingronM.LehrachH.AdjayeJ.HerwigR. (2009). *In silico* identification of a core regulatory network of OCT4 in human embryonic stem cells using an integrated approach. BMC Genomics 10:314 10.1186/1471-2164-10-31419604364PMC2714862

[B15] ChenG.GulbransonD. R.HouZ.BolinJ. M.RuottiV.ProbascoM. D. (2011). Chemically defined conditions for human iPSC derivation and culture. Nat. Methods 8, 424–429 10.1038/nmeth.159321478862PMC3084903

[B16] ChenG.HouZ.GulbransonD. R.ThomsonJ. A. (2010). Actin-myosin contractility is responsible for the reduced viability of dissociated human embryonic stem cells. Cell Stem Cell 7, 240–248 10.1016/j.stem.2010.06.01720682449PMC2916864

[B17] DaheronL.OpitzS. L.ZaehresH.LenschM. W.LenschW. M.AndrewsP. W. (2004). LIF/STAT3 signaling fails to maintain self-renewal of human embryonic stem cells. Stem Cells 22, 770–778 10.1634/stemcells.22-5-77015342941

[B18] DimitriadisE.MenkhorstE.SalamonsenL. A.PaivaP. (2010). Review: LIF and IL11 in trophoblast-endometrial interactions during the establishment of pregnancy. Placenta 31(Suppl.), 99–104 10.1016/j.placenta.2009.12.02720129664

[B19] EnverT.SonejiS.JoshiC.BrownJ.IborraF.OrntoftT. (2005). Cellular differentiation hierarchies in normal and culture-adapted human embryonic stem cells, Hum. Mol. Genet. 14, 3129–3140 10.1093/hmg/ddi34516159889

[B20] FathiA.PakzadM.TaeiA.BrinkT. C.PirhajiL.RuizG. (2009). Comparative proteome and transcriptome analyses of embryonic stem cells during embryoid body-based differentiation. Proteomics 9, 4859–4870 10.1002/pmic.20090000319862760

[B21] FlottmannM.ScharpT.KlippE. (2012). A stochastic model of epigenetic dynamics in somatic cell reprogramming. Front. Physiol. 3:216 10.3389/fphys.2012.0021622754535PMC3384084

[B22] GabutM.Samavarchi-TehraniP.WangX.SlobodeniucV.O'HanlonD.SungH. K. (2011). An alternative splicing switch regulates embryonic stem cell pluripotency and reprogramming. Cell 147, 132–146 10.1016/j.cell.2011.08.02321924763

[B23] GargA.MohanramK.Di CaraA.De MicheliG.XenariosI. (2009). Modeling stochasticity and robustness in gene regulatory networks. Bioinformatics 25, i101–i109 10.1093/bioinformatics/btp21419477975PMC2687968

[B24] GreberB.LehrachH.AdjayeJ. (2007a). Fibroblast growth factor 2 modulates transforming growth factor beta signaling in mouse embryonic fibroblasts and human ESCs (hESCs) to support hESC self-renewal. Stem Cells 25, 455–464 10.1634/stemcells.2006-047617038665

[B25] GreberB.LehrachH.AdjayeJ. (2007b). Silencing of core transcription factors in human EC cells highlights the importance of autocrine FGF signaling for self-renewal. BMC Dev. Biol. 7:46 10.1186/1471-213X-7-4617506876PMC1885259

[B26] GreberB.LehrachH.AdjayeJ. (2008). Control of early fate decisions in human ES cells by distinct states of TGFbeta pathway activity. Stem Cells Dev. 17, 1065–1077 10.1089/scd.2008.003518393632

[B27] GreberB.WuG.BernemannC.JooJ. Y.HanD. W.KoK. (2010). Conserved and divergent roles of FGF signaling in mouse epiblast stem cells and human embryonic stem cells. Cell Stem Cell 6, 215–226 10.1016/j.stem.2010.01.00320207225

[B28] HannaJ.ChengA. W.SahaK.KimJ.LengnerC. J.SoldnerF. (2010). Human embryonic stem cells with biological and epigenetic characteristics similar to those of mouse ESCs. Proc. Natl. Acad. Sci. U.S.A. 107, 9222–9227 10.1073/pnas.100458410720442331PMC2889088

[B29] HuangD. W.ShermanB. T.LempickiR. A. (2009a). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 37, 1–13 10.1093/nar/gkn92319033363PMC2615629

[B30] HuangD. W.ShermanB. T.LempickiR. A. (2009b). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc. 4, 44–57 10.1038/nprot.2008.21119131956

[B31] JamesD.LevineA. J.BesserD.Hemmati-BrivanlouA. (2005). TGFbeta/activin/nodal signaling is necessary for the maintenance of pluripotency in human embryonic stem cells. Development 132, 1273–1282 10.1242/dev.0170615703277

[B32] JosephsonR.OrdingC. J.LiuY.ShinS.LakshmipathyU.ToumadjeA. (2007). Qualification of embryonal carcinoma 2102Ep as a reference for human embryonic stem cell research. Stem Cells 25, 437–446 10.1634/stemcells.2006-023617284651

[B33] JungM.PetersonH.ChavezL.KahlemP.LehrachH.ViloJ. (2010). A data integration approach to mapping OCT4 gene regulatory networks operative in embryonic stem cells and embryonal carcinoma cells. PLoS ONE 5:e10709 10.1371/journal.pone.001070920505756PMC2873957

[B34] KalmarT.LimC.HaywardP.Munoz-DescalzoS.NicholsJ.Garcia-OjalvoJ. (2009). Regulated fluctuations in nanog expression mediate cell fate decisions in embryonic stem cells. PLoS Biol. 7:e1000149 10.1371/journal.pbio.100014919582141PMC2700273

[B35] KanehisaM.GotoS.SatoY.FurumichiM.TanabeM. (2012). KEGG for integration and interpretation of large-scale molecular data sets. Nucleic Acids Res. 40, D109–D114 10.1093/nar/gkr98822080510PMC3245020

[B36] KangH. B.KimJ. S.KwonH. J.NamK. H.YounH. S.SokD. E. (2005). Basic fibroblast growth factor activates ERK and induces c-fos in human embryonic stem cell line MizhES1. Stem Cells Dev. 14, 395–401 10.1089/scd.2005.14.39516137228

[B37] KimJ.ChuJ.ShenX.WangJ.OrkinS. H. (2008). An extended transcriptional network for pluripotency of embryonic stem cells. Cell 132, 1049–1061 10.1016/j.cell.2008.02.03918358816PMC3837340

[B38] KunathT.Saba-El-LeilM. K.AlmousailleakhM.WrayJ.MelocheS.SmithA. (2007). FGF stimulation of the Erk1/2 signalling cascade triggers transition of pluripotent embryonic stem cells from self-renewal to lineage commitment. Development 134, 2895–2902 10.1242/dev.0288017660198

[B39] LannerF.RossantJ. (2010). The role of FGF/Erk signaling in pluripotent cells. Development 137, 3351–3360 10.1242/dev.05014620876656

[B40] LengnerC. J.GimelbrantA. A.ErwinJ. A.ChengA. W.GuentherM. G.WelsteadG. G. (2010). Derivation of pre-X inactivation human embryonic stem cells under physiological oxygen concentrations. Cell 141, 872–883 10.1016/j.cell.2010.04.01020471072

[B41] LevensteinM. E.LudwigT. E.XuR. H.LlanasR. A.VanDenHeuvel-KramerK.ManningD. (2006). Basic fibroblast growth factor support of human embryonic stem cell self-renewal. Stem Cells 24, 568–574 10.1634/stemcells.2005-024716282444PMC4615709

[B42] LiY.PowellS.BrunetteE.LebkowskiJ.MandalamR. (2005). Expansion of human embryonic stem cells in defined serum-free medium devoid of animal-derived products. Biotechnol. Bioeng. 91, 688–698 10.1002/bit.2053615971228

[B43] LiW.WeiW.ZhuS.ZhuJ.ShiY.LinT. (2009). Generation of rat and human induced pluripotent stem cells by combining genetic reprogramming and chemical inhibitors, Cell Stem Cell 4, 16–19 10.1016/j.stem.2008.11.01419097958

[B44] ListerR.PelizzolaM.DowenR. H.HawkinsR. D.HonG.Tonti-FilippiniJ. (2009). Human DNA methylomes at base resolution show widespread epigenomic differences. Nature 462, 315–322 10.1038/nature0851419829295PMC2857523

[B45] LudwigT. E.LevensteinM. E.JonesJ. M.BerggrenW. T.MitchenE. R.FraneJ. L. (2006). Derivation of human embryonic stem cells in defined conditions. Nat. Biotechnol. 24, 185–187 10.1038/nbt117716388305

[B46] MacarthurB. D.Ma'ayanA.LemischkaI. R. (2009). Systems biology of stem cell fate and cellular reprogramming. Nat. Rev. Mol. Cell Biol. 10, 672–681 10.1038/nrm276619738627PMC2928569

[B47] MatinM. M.WalshJ. R.GokhaleP. J.DraperJ. S.BahramiA. R.MortonI. (2004). Specific knockdown of Oct4 and beta2-microglobulin expression by RNA interference in human embryonic stem cells and embryonic carcinoma cells. Stem Cells 22, 659–668 10.1634/stemcells.22-5-65915342930

[B48] MiloR.Shen-OrrS.ItzkovitzS.KashtanN.ChklovskiiD.AlonU. (2002). Network motifs: simple building blocks of complex networks. Science 298, 824–827 10.1126/science.298.5594.82412399590

[B49] MullerF. J.LaurentL. C.KostkaD.UlitskyI.WilliamsR.LuC. (2008). Regulatory networks define phenotypic classes of human stem cell lines. Nature 455, 401–405 10.1038/nature0721318724358PMC2637443

[B50] NandurkarH. H.HiltonD. J.NathanP.WillsonT.NicolaN.BegleyC. G. (1996). The human IL-11 receptor requires gp130 for signalling: demonstration by molecular cloning of the receptor. Oncogene 12, 585–593 8637716

[B51] NandurkarH. H.RobbL.BegleyC. G. (1998). The role of IL-II in hematopoiesis as revealed by a targeted mutation of its receptor. Stem Cells 16(Suppl. 2), 53–65 10.1002/stem.553016070811012177

[B52] NicholsJ.SilvaJ.RoodeM.SmithA. (2009). Suppression of Erk signalling promotes ground state pluripotency in the mouse embryo. Development 136, 3215–3222 10.1242/dev.03889319710168PMC2739140

[B53] R Development Core Team. (2011). R: A Language and Environment for Statistical Computing. Vienna: R Foundation for Statistical Computing ISBN 3-900051-07-0.

[B54] RemyE.RuetP.MendozaL.ThieffryD.ChaouiyaC. (2006). From logical regulatory graphs to standard petri nets: dynamical roles and functionality of feedback citrcuits, in LNCS, (Berlin; Heidelberg: Springer-Verlag), 56–72 10.1007/11905455_3

[B55] RoslerE. S.FiskG. J.AresX.IrvingJ.MiuraT.RaoM. S. (2004). Long-term culture of human embryonic stem cells in feeder-free conditions. Dev. Dyn. 229, 259–274 10.1002/dvdy.1043014745951

[B56] SatoN.MeijerL.SkaltsounisL.GreengardP.BrivanlouA. H. (2004). Maintenance of pluripotency in human and mouse embryonic stem cells through activation of Wnt signaling by a pharmacological GSK-3-specific inhibitor. Nat. Med. 10, 55–63 10.1038/nm97914702635

[B57] SinghA. M.ReynoldsD.CliffT.OhtsukaS.MattheysesA. L.SunY. (2012). Signaling network crosstalk in human pluripotent cells: a Smad2/3-regulated switch that controls the balance between self-renewal and differentiation. Cell Stem Cell 10, 312–326 10.1016/j.stem.2012.01.01422385658PMC3294294

[B58] SudheerS.BhushanR.FaulerB.LehrachH.AdjayeJ. (2012). FGF inhibition directs BMP4-mediated differentiation of human embryonic stem cells to syncytiotrophoblast. Stem Cells Dev. 21, 2987–3000 10.1089/scd.2012.009922724507PMC3475151

[B59] TakahashiK.YamanakaS. (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126, 663–676 10.1016/j.cell.2006.07.02416904174

[B60] TesarP. J.ChenowethJ. G.BrookF. A.DaviesT. J.EvansE. P.MackD. L. (2007). New cell lines from mouse epiblast share defining features with human embryonic stem cells. Nature 448, 196–199 10.1038/nature0597217597760

[B61] ThomsonJ. A.Itskovitz-EldorJ.ShapiroS. S.WaknitzM. A.SwiergielJ. J. (1998). Embryonic stem cell lines derived from human blastocysts. Science 282, 1145–1147 10.1126/science.282.5391.11459804556

[B62] TimmermannA.PflanzS.GrotzingerJ.KusterA.KurthI.PitardV. (2000). Different epitopes are required for gp130 activation by interleukin-6, oncostatin M and leukemia inhibitory factor. FEBS Lett. 468, 120–124 10.1016/S0014-5793(00)01205-910692570

[B63] VallierL.AlexanderM.PedersenR. A. (2005). Activin/Nodal and FGF pathways cooperate to maintain pluripotency of human embryonic stem cells. J. Cell. Sci. 118, 4495–4509 10.1242/jcs.0255316179608

[B64] VallierL.TouboulT.BrownS.ChoC.BilicanB.AlexanderM. (2009). Signaling pathways controlling pluripotency and early cell fate decisions of human induced pluripotent stem cells. Stem Cells 27, 2655–2666 10.1002/stem.19919688839

[B65] VenablesW. N.RipleyB. D. (2002). Modern Applied Statistics with S, 4th Edn. New York, NY: Springer ISBN 0-387-95457-0. 10.1007/978-0-387-21706-2

[B66] WangJ.RaoS.ChuJ.ShenX.LevasseurD. N.TheunissenT. W. (2006). A protein interaction network for pluripotency of embryonic stem cells. Nature 444, 364–368 10.1038/nature0528417093407

[B67] WangL.LiL.MenendezP.CerdanC.BhatiaM. (2005). Human embryonic stem cells maintained in the absence of mouse embryonic fibroblasts or conditioned media are capable of hematopoietic development. Blood 105, 4598–4603 10.1182/blood-2004-10-406515718421

[B68] WangL.SchulzT. C.SherrerE. S.DauphinD. S.ShinS.NelsonA. M. (2007). Self-renewal of human embryonic stem cells requires insulin-like growth factor-1 receptor and ERBB2 receptor signaling. Blood 110, 4111–4119 10.1182/blood-2007-03-08258617761519PMC2190616

[B69] WangY.XuZ.JiangJ.XuC.KangJ.XiaoL. (2013). Endogenous miRNA sponge lincRNA-RoR regulates Oct4, Nanog, and Sox2 in human embryonic stem cell self-renewal. Dev. Cell 25, 69–80 10.1016/j.devcel.2013.03.00223541921

[B70] WernigM.MeissnerA.ForemanR.BrambrinkT.KuM.HochedlingerK. (2007). *In vitro* reprogramming of fibroblasts into a pluripotent ES-cell-like state. Nature 448, 318–324 10.1038/nature0594417554336

[B71] WonK. J.XuZ.ZhangX.WhitakerJ. W.ShoemakerR.RenB. (2012). Global identification of transcriptional regulators of pluripotency and differentiation in embryonic stem cells. Nucleic Acids Res. 40, 8199–8209 10.1093/nar/gks58422730289PMC3458541

[B72] XuC.InokumaM. S.DenhamJ.GoldsK.KunduP.GoldJ. D. (2001). Feeder-free growth of undifferentiated human embryonic stem cells. Nat. Biotechnol. 19, 971–974 10.1038/nbt1001-97111581665

[B73] XuH.BaroukhC.DannenfelserR.ChenE. Y.TanC. M.KouY. (2013). ESCAPE: database for integrating high-content published data collected from human and mouse embryonic stem cells. Database (Oxford) 2013:bat045 10.1093/database/bat04523794736PMC3689438

[B74] XuR. H.ChenX.LiD. S.LiR.AddicksG. C.GlennonC. (2002). BMP4 initiates human embryonic stem cell differentiation to trophoblast. Nat. Biotechnol. 20, 1261–1264 1242658010.1038/nbt761

[B75] XuC.RoslerE.JiangJ.LebkowskiJ. S.GoldJ. D.O'SullivanC. (2005a). Basic fibroblast growth factor supports undifferentiated human embryonic stem cell growth without conditioned medium. Stem Cells 23, 315–323 10.1038/nbt76115749926

[B76] XuR. H.PeckR. M.LiD. S.FengX.LudwigT.ThomsonJ. A. (2005b). Basic FGF and suppression of BMP signaling sustain undifferentiated proliferation of human ES cells. Nat. Methods 2, 185–190 10.1038/nmeth74415782187

[B77] XuR. H.Sampsell-BarronT. L.GuF.RootS.PeckR. M.PanG. (2008). NANOG is a direct target of TGFbeta/activin-mediated SMAD signaling in human ESCs. Cell Stem Cell 3, 196–206 10.1016/j.stem.2008.07.00118682241PMC2758041

[B78] YingQ. L.WrayJ.NicholsJ.Batlle-MoreraL.DobleB.WoodgettJ. (2008). The ground state of embryonic stem cell self-renewal. Nature 453, 519–523 10.1038/nature0696818497825PMC5328678

[B79] YuJ.VodyanikM. A.Smuga-OttoK.Antosiewicz-BourgetJ.FraneJ. L.TianS. (2007). Induced pluripotent stem cell lines derived from human somatic cells. Science 318, 1917–1920 10.1126/science.115152618029452

# Supplementary material for: Qualitative modeling identifies IL-11 as a novel regulator in maintaining self-renewal in human pluripotent stem cells
**Source:** Front Physiol. 2013 Oct 28;4:303. doi: 10.3389/fphys.2013.00303
**Supplement:** Supplementary Figure 1 — Raw data of initial alkaline phosphatase screen of predicted candidate genes for 3 days. Shown are four 12 well plates, each testing various concentrations of the predicted candidate cytokines or inhibitors of the respective pathway. Top left, WNT3A 1–100 ng/ml. Top right, Chalcone4 (inhibiting the CXCL12—CXCR7 axis) 10 nM–10 μM. Bottom left, IL-11 1–500 ng/ml. Bottom right, SP600125 (inhibiting JNK which in turn fails to activate c-JUN) tested at concentrations ranging from 0.1 to 50 μM. Pink arrows show DMSO control, red arrows show water control and the green arrows the SP600125 at 50 μM.

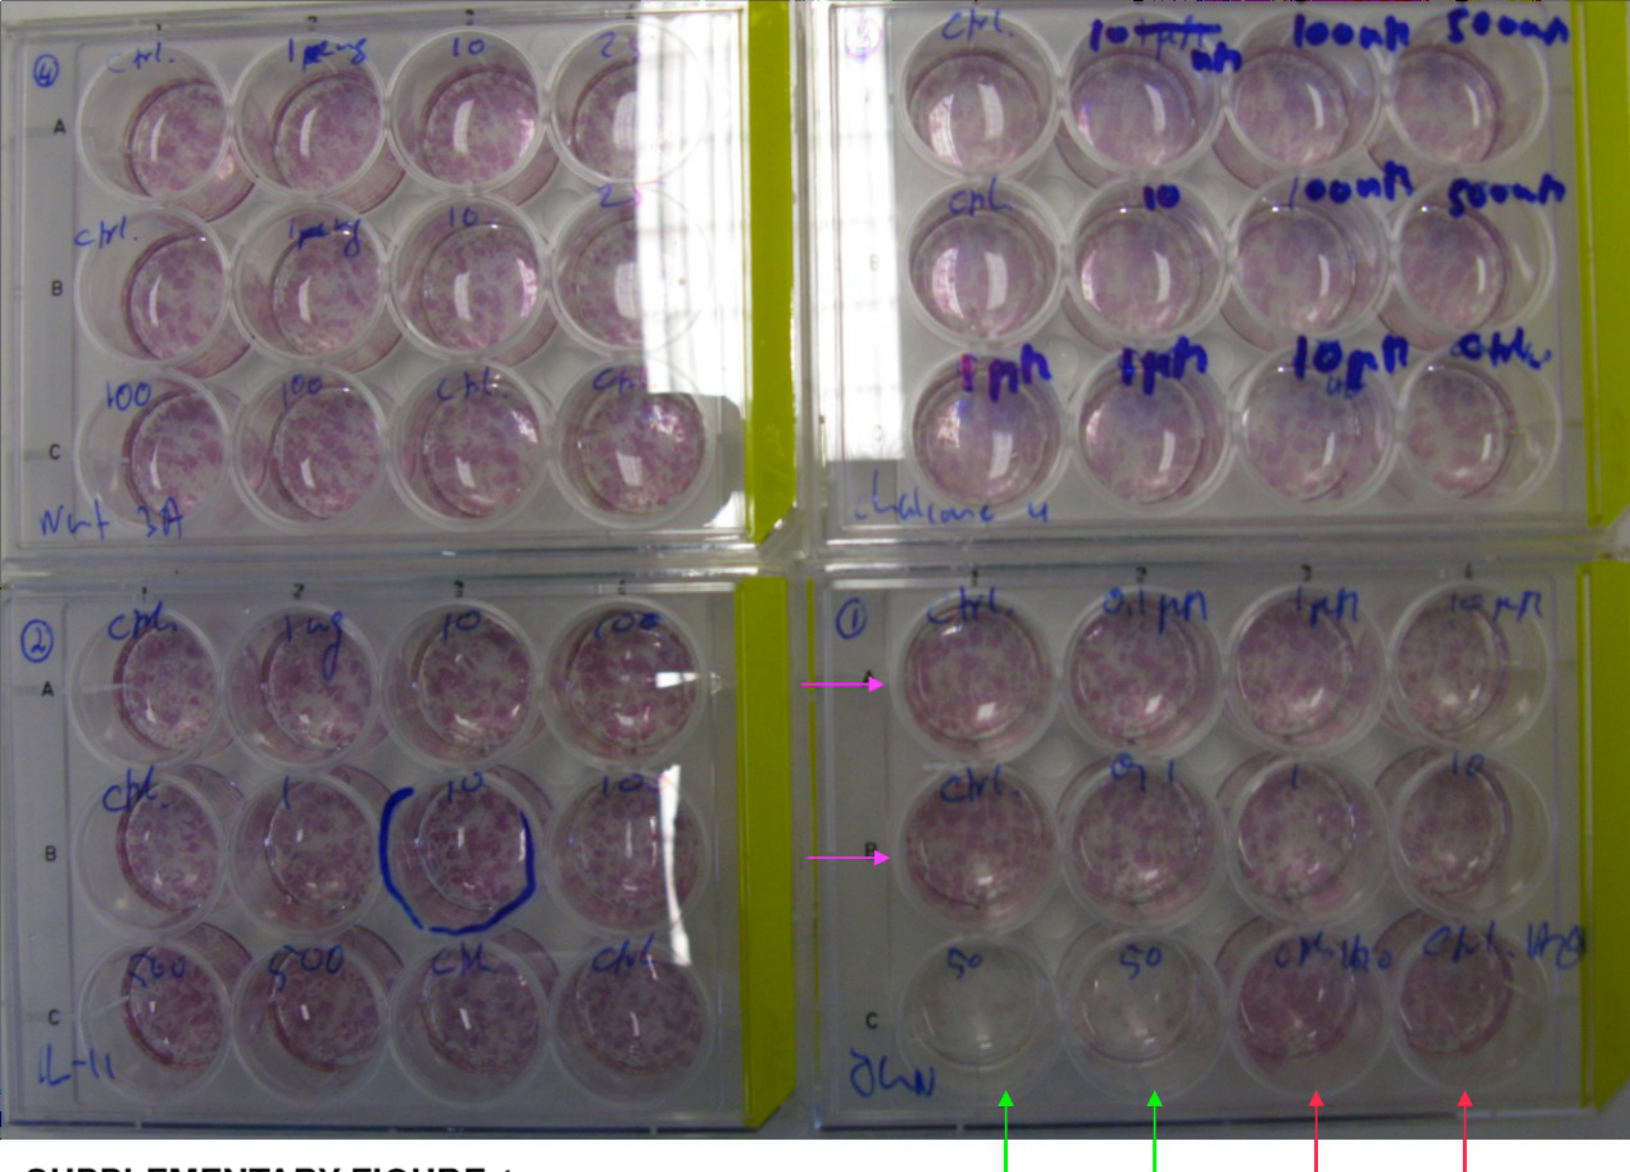

SUPPLEMENTARY FIGURE 1

Raw data of initial alkaline phosphatase screen of predicted candidate genes for 3 days. Shown are four 12 well plates, each testing various concentrations of the predicted candidate cytokines or inhibitors of the respective pathway. Top left, WNT3A 1ng/ml - 100ng/ml. Top right, Chalcone4 (inhibiting the CXCL12 - CXCR7 axis) 10nM - 10μM. Bottom left, IL-11 1ng/ml - 500ng/ml. Bottom right, SP600125 (inhibiting JNK which in turn fails to activate c-JUN) tested at concentrations ranging from 0.1μM - 50μM. Pink arrows show DMSO control, red arrows show water control and the green arrows the SP600125 at 50μM.

How the deposited data were processed for this re-analysis (not part of the article)

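Expression was measured on 8 arrays of the Illumina human-8 BeadChip type. There are 2 arrays for each of 4 conditions: −bFGF, +bFGF (24 ng/ml), +IL-11 (10 ng/ml) and +IL-11+bFGF, each after 5 days. Doses, days and replicate numbers come from the sample labels and the paper, and all 8 arrays were mapped.

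The authors deposited 2 kinds of values. The first table gives, for 24526 probes, the intensity of each probe as read, on a linear scale and not normalized. The authors' detection p-value stands beside each intensity and compares it with the negative control beads. The second table holds the authors' intensity after background subtraction and normalization. The paper's methods name BeadStudio and its rank invariant algorithm, and the submitters' processing notes name GenomeStudio, with a version not given in the sources used here. In the second table the lowest value per array lay between -21.9 and -12.7 and the median between 45.9 and 50.9. Within each array its values had the same order as the values before normalization (rank correlation 1), which alone does not show the scale. Without a log, the squared correlation of each pair of arrays was the same from both tables, so the scale of the second is linear. The rank invariant step cannot be repeated from the probe tables, and the pathway analysis with DAVID was not repeated.

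Probes were named from the platform annotation and updated through current gene identifiers of the GRCh38.p14 annotation, which was used for names only, since the sources name no genome build for the probes. Of the 24526 probes, 21834 have 1 gene symbol, 2692 are unnamed here and 0 have several, and 21813 were linked to a current gene identifier. Of 470 symbols in the gene lists, 425 are on the array.

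In the main analysis, limma 3.58.1 in R 4.3.3 corrected the background of the non-normalized intensities with normexp (neqc, offset 16), with the negative control distribution inferred from the detection p-values, then applied quantile normalization and log2. Probes with a detection p under 0.01 on both arrays of at least 1 condition were kept, 11668 in all, of which 10708 are named. Each gene was represented by its probe with the highest mean, giving 9269 genes. All 8 arrays entered a single fit with a mean per condition and no covariate, with 4 residual degrees of freedom and a prior of 5.69 from an intensity trend. In all, 7 comparisons were tested, and Benjamini-Hochberg adjustment was made within each at a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, when at least 3 members were tested, and again with an estimated correlation and with fry, which asks whether the genes of a list move, on balance, in a single direction. Camera called 12 of 27 lists between +bFGF and −bFGF, 1 between +IL-11 and −bFGF and 12 between +IL-11 and +bFGF. With an estimated correlation 0 were called in each, and fry called 16, 0 and 15. The lists cover pluripotency, naive pluripotency, FGF and ERK targets, gp130 and STAT3 targets, the IL-6 family, FGF ligands and receptors, support factors named in the paper, Activin and NODAL, BMP and WNT targets, trophectoderm, primitive streak and mesoderm, endoderm, neuroectoderm, neural crest, fibroblast-like support cells, the actin cytoskeleton, adherens and tight junctions, insulin signaling, the cell cycle, p53 and stress, hypoxia, cholesterol synthesis, housekeeping controls, the predicted factors of the paper and the genes of its Tables 2 and 3.

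Genes can be named under a rule, and some that it covers are left out for length: each gene the paper names in its microarray section and its predicted factors, the 10 largest rises and 10 largest falls among genes past the threshold whose arrays do not overlap between the groups, and up to 4 members per list. The squared correlation of arrays was taken over all probes on the log2 scale, clustering used average linkage, and a gene was called expressed in a condition at a detection p under 0.01 on both arrays.

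The arrays detected 44.8% to 48.0% of the probes each. The upper quartile of the signal was 5.70 to 5.94 times the median of the undetected probes. The median standard error of a log2 fold change was 0.138. The fit was tested on simulated data with 200 changed genes among 9269 for the comparison of +bFGF with −bFGF, in 20 runs. It recovered 56.6% of genes changed 1.5-fold, 93.4% of those changed 2-fold and 99.9% of those changed 4-fold, and 7.61% of its calls were false. The noise was drawn independently for each gene and with the same spread in all conditions. These shares can therefore be too favourable for the real arrays. The position of an array between −bFGF and +bFGF was tested in 10 runs, and came out at 0.306 for a true value of 0.3.

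Alternatives were the authors' normalized table, no background correction, median scaling, other detection filters, all probes, no intensity trend, a block for the replicate number, only the arrays compared, the methods' t-test, other detection thresholds, other clustering settings, other list tests and leaving out each array in turn. IL11RA, the specific receptor of IL-11, has no named probe here and was not analysed here.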

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

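No test in this part was chosen after its result was seen. The paper lists the +IL-11+bFGF arrays only in its supplementary tables. Against +bFGF these arrays gave 0 calls in limma. Calls against −bFGF include the effect of bFGF and cannot be credited to IL-11 or to the combination. Between +IL-11+bFGF and −bFGF, limma called 1305 genes, 619 higher and 686 lower. The count was 721 without −bFGF replicate 2 and 508 without +IL-11+bFGF replicate 1. VGF had a log2 fold change of 4.04 (SE 0.11, adjusted p = 9.90e-08), SPRY4 of 2.87 (SE 0.13, adjusted p = 3.20e-06) and POU5F1 of 1.35 (SE 0.11, adjusted p = 0.000133). WNT1 was at least 6.15-fold lower, and NODAL fell by 1.74 on the log2 scale. Of 19 FGF and ERK targets, 13 rose and 1 fell (14 and 1 when adjusted over the list alone), with a camera adjusted p of 2.13e-12 and an adjusted p = 0.131 with an estimated correlation. Of 13 BMP targets, 12 fell and none rose, over all genes and over the list alone, with a camera adjusted p of 1.83e-08 and an adjusted p = 0.247 with an estimated correlation.

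Of the 1417 genes that changed between +bFGF and −bFGF, 1408 are not named in the text of the paper's microarray section or among its predicted factors. Its Supplementary Table 3 lists some of them: of its genes for bFGF alone, 50 were higher and 4 lower with bFGF. The count of 1417 was 722 without −bFGF replicate 2, 617 without +bFGF replicate 1 and 618 without +bFGF replicate 2. The remaining genes include POU5F1 and NANOG.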

How the results depend on the processing

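No alternative in this part was chosen after its result was seen. Counts of changed genes stayed within 1.5 times their main value under every alternative except leaving out arrays and the methods' t-test. Leaving out each array in turn gave 617 to 1302 genes for +bFGF against −bFGF (main 1417), 0 to 9 for +IL-11 against −bFGF (main 0), 429 to 1296 for +IL-11 against +bFGF (main 1224) and 508 to 1261 for +IL-11+bFGF against −bFGF (main 1305). A lone array left in a condition is assumed to vary like the other groups. The methods' t-test after Benjamini-Hochberg adjustment called 2 genes for +bFGF against −bFGF, and 0 for +IL-11 against +bFGF and for +IL-11+bFGF against −bFGF. Unadjusted, it called 377 for +IL-11 against −bFGF and 379 for +IL-11+bFGF against +bFGF. For −bFGF with +bFGF the mean was 0.9697 in the authors' table, 0.9353 over detected probes and 0.9867 as Pearson r. For −bFGF with +IL-11 it was 0.9795 over detected probes and 0.9946 as r, and for +bFGF with +IL-11 0.9734, 0.9437 and 0.9883. The position of +IL-11 was 0.0573 over only the genes changed by bFGF. Expressed-gene counts depend on the detection threshold: at 0.05, 211 genes were expressed without bFGF alone and 142 with and without bFGF. At 0.001 these were 28 and 12, with 153 shared by −bFGF and +IL-11 and 279 by +bFGF and +IL-11. Leaving out arrays gave 51 to 302 for −bFGF alone, 91 to 288 for +bFGF alone, 75 to 297 for +IL-11 alone, 22 to 105 for −bFGF and +bFGF, 183 to 386 for −bFGF and +IL-11, and 47 to 132 for +bFGF and +IL-11. Of the paper's lists, the genes in the same compartment were 16 at 0.05, 18 at 0.001, 86 with detection on at least 1 array and 49 to 97 with arrays left out for bFGF alone. For IL-11 alone they were 2, 1, 46 and 14 to 38, and for both factors 0, 1, 19 and 1 to 11, with 8 by the mean detection p. With an estimated correlation 0 lists were called for +bFGF against −bFGF, +IL-11 against −bFGF and +IL-11 against +bFGF, and fry called 0 for +IL-11 against −bFGF. With arrays left out, the log2 fold change of NANOG between +IL-11 and −bFGF ran from -0.258 to 0.0853, that of DCN from -0.0613 to 1.06, and that of POU5F1 between +IL-11+bFGF and +bFGF from -0.256 to 0.0746. Between +bFGF and −bFGF, that of MAP7D1 ran from -0.231 to 0.0479, that of NEDD9 from -0.475 to 0.261 and that of IL11 from -0.084 to 0.877. IL11 was detected on both arrays of neither of these 2 conditions, so its values compare signals near the detection limit. Of all other values of named genes, 1770 kept direction and side of the threshold, 165 lost the call and 8 gained it. Deviations of same-numbered arrays correlated between 0.102 and 0.195 in all pairs of conditions but +bFGF with +IL-11+bFGF, at -0.056. As not every pair passed 0.1, the arrays are taken to share only a number. This does not exclude a batch shared by same-numbered arrays. A replicate block gave 1648 genes for +bFGF against −bFGF, with AFP (adjusted p = 0.0485) and APOA1 (0.0275) called. A slide block was not run, since no slide is given. Signal over background, 5.70 to 5.94, limits dim genes. Why the values move was not tested.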

Differences from the paper's values

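No test in this part was chosen after its result was seen. Each paper value of the squared correlation comes from its Supplementary Table 2, which does not name the scale, and the alternatives were set before the data were examined. For −bFGF with +bFGF arrays the paper's values run from 0.9364 to 0.9411, and the values here from 0.9691 to 0.9766. For −bFGF with +IL-11 arrays the paper has 0.9737 to 0.9838, against 0.9852 to 0.9936 here, and for +bFGF with +IL-11 arrays 0.9411 to 0.9509, against 0.9745 to 0.9781. The paper's bound in the text, 0.948 for −bFGF with +bFGF, lies below the highest value here, 0.9766. Over detected probes only, the highest value for −bFGF with +bFGF was 0.943, the values for −bFGF with +IL-11 ran from 0.9694 to 0.9909 and those for +bFGF with +IL-11 from 0.9386 to 0.9471. These lie near the paper's, while the lowest for −bFGF with +bFGF, 0.9248, does not. With linear values before normalization, the authors' table on a linear or log2 scale and Pearson r, each end of these ranges still differs from the paper's end. For −bFGF with +IL-11, though, the lowest value lies inside the paper's range in the authors' table on the log2 scale, at 0.9827, and equals its upper end on a linear scale, at 0.9838.

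The methods filter for expression against the negative control beads without giving a threshold there, and elsewhere take p under 0.05 as significant. It counts 239 genes with bFGF alone, against 151 here. Detection p under 0.05 gave 193, under 0.001 gave 206, and the mean detection p gave 184, and these come within 1.5 times the paper's count, as do 189 without +bFGF replicate 1 and 288 without +bFGF replicate 2. Detection on at least 1 array, at 154, and leaving out either −bFGF or either +IL-11 array, between 91 and 139, do not. For −bFGF alone the paper's Supplementary Table 3 lists 213 genes, against 84 here. A threshold of 0.05, at 211, and leaving out −bFGF replicate 1, at 302, come within that range. A threshold of 0.001, at 28, detection on at least 1 array, at 120, the mean detection p, at 94, and leaving out each other array, between 51 and 126, do not. For −bFGF and +bFGF it lists 151 genes, against 45 here, and a threshold of 0.05, at 142, and leaving out −bFGF replicate 1, at 105, come within that range. A threshold of 0.001, at 12, detection on at least 1 array, at 61, the mean detection p, at 59, and leaving out each other array, between 22 and 74, do not. A like count does not mean the same genes. At a threshold of 0.05, 16 of the 206 matched genes that the paper lists for bFGF alone, 7 of 183 for −bFGF alone and 3 of 135 for −bFGF and +bFGF fell in the same compartment here, and 160, 145 and 126 were expressed in all 3 conditions.

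The paper places the IL-11 treated cells between the controls, both in the correlations and in the clustering. Here the +IL-11 arrays lay at a mean position of 0.0396 between −bFGF at 0 and +bFGF at 1, and both joined −bFGF replicate 1 in the clustering before −bFGF replicate 2 did, at a height of 0.01225. The paper's statement that these cells lie nearer to the bFGF deprived control has the same direction as the squared correlations here, 0.989 with −bFGF and 0.977 with +bFGF.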

Other observations

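The tests of too few arrays, of IL6ST detection, of a lower signal and of other assignments of IL-11 were chosen after the result was seen, and those of exchanged labels and of an advance along the bFGF response before. Further gene groups were tested between +bFGF and −bFGF, and most were not called. SGK1, a kinase that insulin and STAT3 signaling induce, was 2.16-fold higher with bFGF than without it (SE 0.19, adjusted p = 0.00461 from limma). Of 18 gp130 and STAT3 targets, 6 rose and 2 fell (7 and 2 when adjusted over the list alone, camera adjusted p = 0.0919). Of 8 receptors, ligands and kinases of the IL-6 family, 2 rose and 1 fell, over all genes and over the list alone (camera adjusted p = 0.151). The kinase JAK1 was 2.12-fold higher (adjusted p = 0.00614), and missed the threshold without +bFGF replicate 1 (0.0503). Of 23 cell cycle genes, 2 rose, CCNA2 and RRM2, over all genes and over the list alone, with a camera adjusted p of 0.0433 and an adjusted p = 0.267 with an estimated correlation. Without −bFGF replicate 2 the adjusted p was 0.101 for CCNA2 and 0.152 for RRM2, without +bFGF replicate 1 0.0831 and 0.159, and without +bFGF replicate 2 0.0676 and 0.0936. For RRM2 it was also 0.0532 and 0.0516 without +IL-11 replicates 1 and 2, 0.0589 without the intensity trend and 0.0847 with only the arrays compared. Of 15 genes of p53 and stress responses, 3 rose, with the cell cycle inhibitor CDKN1A at 1.77-fold, and 2 fell (3 and 3 when adjusted over the list alone, camera adjusted p = 0.931). Of 17 markers of fibroblast-like support cells, 1 rose and 1 fell, over all genes and over the list alone (camera adjusted p = 0.514). None of 10 genes of cholesterol synthesis passed, also when adjusted over the list alone (camera adjusted p = 0.218).

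Of 8 housekeeping controls, 2 rose, with HPRT1, a purine salvage enzyme, at 1.60-fold (3 when adjusted over the list alone, camera adjusted p = 0.0947). Of 5 support factors named in the paper, 2 rose and 2 fell, over all genes and over the list alone (camera adjusted p = 0.931). Among the predicted factors 10 were tested. The paper drew this list from a model of earlier perturbation experiments, among them bFGF stimulation, and took the support factors from earlier reports. Neither list was chosen on these arrays. Of the 10, 2 rose and 2 fell, over all genes and over the list alone (camera adjusted p = 0.931). JUN, a transcription factor of the AP-1 complex, was 1.47-fold higher (SE 0.09, adjusted p = 0.00361), and the nuclear cofactor NRIP1 was 1.47-fold lower (adjusted p = 0.0203) but missed the threshold without −bFGF replicate 1 (0.0884), +bFGF replicate 1 (0.0677) or +bFGF replicate 2 (0.103). CD99, a cell surface glycoprotein, was 1.29-fold higher (adjusted p = 0.0442), and missed the threshold with each array left out (0.0573 to 0.155). ACKR3, an atypical receptor of the chemokine CXCL12, was 1.81-fold lower (adjusted p = 0.03), and missed it without −bFGF replicate 1 (0.0792), −bFGF replicate 2 (0.12) or +bFGF replicate 1 (0.182). Without the intensity trend, CD99 (0.0542) and ACKR3 (0.054) missed it as well, as did CD99 without the detection filter (0.06) and with only the arrays compared (0.0835). The chemokine gene CXCL12 did not pass on its brighter probe, with a log2 fold change of 0.56 (adjusted p = 0.149), but its second probe had 1.26 (adjusted p = 0.00538 over all probes). The brighter probe passed with only the arrays compared (0.0424) and without +IL-11+bFGF replicate 1 (0.0252) or 2 (0.0236). WNT3 (adjusted p = 0.277), FRAT2 (0.323), MAP7D1 (0.698), NEDD9 (0.79) and IL11 (0.397) did not pass. The last 3 changed sign with single arrays left out. IL11 was detected on both arrays of neither −bFGF nor +bFGF, so its result compares signals near the detection limit. For the support factors, the p53 genes and the predicted factors, the camera direction was higher while the mean and median log2 fold changes were below 0.

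Between +IL-11+bFGF and +bFGF, limma called 0 genes, with 161 at an unadjusted p under 0.05 (391 without +IL-11+bFGF replicate 1), and the methods' t-test called 0 after adjustment and 379 unadjusted. By chance 463.45 genes are expected at that threshold, here and for the interaction. The 161 lies well below this, so 0 calls is weak evidence of no effect, and why it does was not tested. In this comparison POU5F1 had a log2 fold change of -0.09 (SE 0.11), NANOG of -0.17 (SE 0.13) and SOX2 of 0.09 (SE 0.08). The sign for POU5F1 changed to 0.0746 without +IL-11+bFGF replicate 2. The interaction of IL-11 and bFGF gave 0 genes in limma, with a smallest adjusted p of 0.998, and 0 with each array left out. At an unadjusted p under 0.05 it gave 176, but 760 without −bFGF replicate 1, 99 without −bFGF replicate 2, 267 without +bFGF replicate 1, and 314 and 115 without +IL-11+bFGF replicates 1 and 2. The +IL-11+bFGF arrays lay at 1.13 and 0.88 on the line from −bFGF at 0 to +bFGF at 1.

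With 0 genes called for IL-11 against −bFGF, no overlap of its calls with those of bFGF could arise. The log2 fold changes of both comparisons correlated at 0.295 across genes, which are not independent replicates, against 0.501 (0.474 to 0.530 over 100 draws) for simulated unchanged groups that share the −bFGF arrays. The covariance was 0.0245 against a simulated 0.0133, a difference of 0.0112. The simulated values include the shared −bFGF arrays. The simulation gave all conditions the same spread and no bFGF effect. The −bFGF pair differed most, with a median absolute log2 difference of 0.152, against 0.125 to 0.130 in the other conditions. So neither the correlation nor the covariance, set against its simulated value, shows a shared response or its absence. A split of these 2 arrays would leave 1 on each side and was not made for this comparison, so part of the correlation may come from the shared arrays. The authors' table gave a correlation of 0.304, and 1408 and 0 calls for bFGF and IL-11.

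A candidate explanation for the absence of calls between +IL-11 and −bFGF is that 2 arrays against 2 are too few, but +bFGF against −bFGF gave 1417 calls in the same fit, with 722 without −bFGF replicate 2, 617 without +bFGF replicate 1 and 618 without +bFGF replicate 2. An exchange of labels between a −bFGF and a +IL-11 array was tested by the other 2 ways to part these arrays. These called at most 0 genes, and the parting by label also called 0. This argues only against an exchange that hides an effect large enough to be called. A low level of the receptor chain IL6ST stays open: its probes were detected on 0 of the 4 −bFGF and +IL-11 arrays, with a lowest detection p of 0.0291 and 0.0744 for its 2 probes over all 8 arrays. An undetected probe does not show that the transcript is absent. A weak effect of IL-11 below what 2 arrays can detect was not tested and stays open as well.

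The −bFGF replicate 2 array stood apart from the other arrays without bFGF in the clustering. A lower signal on it stays open: its 11509 detected probes lay within the range of the other arrays, and so did its signal over background, 5.90, but its median intensity before normalization, 112.76, was the lowest of the 8. That median is mostly set by undetected probes. A further advance of its cells along the bFGF response could have set it apart, but the slope of replicate 2 minus replicate 1 on that response was 0.0363, smaller in size than that of +bFGF (-0.0675) and of +IL-11+bFGF (-0.208), and larger than that of +IL-11 (-0.00849). No biological explanation was tested for what remains, and a culture or array effect stays open.

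Averaged over both bFGF states, IL-11 gave 0 genes in limma, with 421 at an unadjusted p under 0.05 where 463.45 are expected by chance. The 421 became 1124 without −bFGF replicate 1, 222 without −bFGF replicate 2 and 249 without +IL-11 replicate 2. Of 18 ways to assign IL-11 within each bFGF state, the highest other gave 12. Since the real count is 0, all 18 give as many by construction, and this comparison tests nothing. In any case 18 ways are too few for a share under 0.05.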
